# Social stress increases expression of hemoglobin genes in mouse prefrontal cortex

**DOI:** 10.1186/s12868-014-0130-6

**Published:** 2014-12-04

**Authors:** Adrian M Stankiewicz, Joanna Goscik, Artur H Swiergiel, Alicja Majewska, Marek Wieczorek, Grzegorz R Juszczak, Paweł Lisowski

**Keywords:** Microarray, Gene, Expression, Prefrontal cortex, Social stress

## Abstract

**Background:**

In order to better understand the effects of social stress on the prefrontal cortex, we investigated gene expression in mice subjected to acute and repeated social encounters of different duration using microarrays.

**Results:**

The most important finding was identification of hemoglobin genes (*Hbb-b1*, *Hbb-b2*, *Hba-a1*, *Hba-a2*, *Beta-S*) as potential markers of chronic social stress in mice. Expression of these genes was progressively increased in animals subjected to 8 and 13 days of repeated stress and was correlated with altered expression of *Mgp* (*Mglap*), *Fbln1*, *1500015O10Rik* (*Ecrg4*), *SLC16A10*, and *Mndal*. Chronic stress increased also expression of *Timp1* and *Ppbp* that are involved in reaction to vascular injury. Acute stress did not affect expression of hemoglobin genes but it altered expression of *Fam107a* (*Drr1*) and *Agxt2l1 (Etnppl*) that have been implicated in psychiatric diseases.

**Conclusions:**

The observed up-regulation of genes associated with vascular system and brain injury suggests that stressful social encounters may affect brain function through the stress-induced dysfunction of the vascular system.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12868-014-0130-6) contains supplementary material, which is available to authorized users.

## Background

Psychosocial stress affects immune system [1-3], increases the risk of mental health disorders, such as depression [4,5] and anxiety [4], and predisposes to vascular diseases [6,7]. Prefrontal cortex belongs to a neuronal circuitry controlling fear and emotion related behaviors, and is involved in regulation of animal reaction to stressful events [8-10]. The aim of the present study was to investigate transcriptomic changes in prefrontal cortex during stress of social encounter in mice. The main problem in microarray experiments is poor replicability caused by signal noise, fluctuation of gene expression [11-13] and difficulty to select key genes from large amount of transcriptomic data [14,15]. Therefore, we investigated gene expression in 4 groups of mice subjected to acute and chronic stress of different duration in order to find consistent transcriptomic changes that are correlated with duration of stress. In order to check the reversibility of the stress-induced transcriptomic changes, we also determined gene expression after a recovery period following chronic stress. Previously, similar approach but limited to two groups differing in duration of chronic stress has been applied in only two studies investigating brain transcriptome in pigs (frontal cortex and hippocampus) [16] and mice (hippocampal tissue) [17]. Our experiment revealed that expression of hemoglobin genes and *Mgp* was correlated with duration of chronic social stress. Animals that displayed the highest level of hemoglobin genes mRNA had also increased level of genes associated with function of vascular system and injury response. Obtained results suggest that chronic stress may affect brain function through the stress-induced dysfunction of vascular system.

## Methods

### Animals

Ninety-six (8 groups × 12 individuals) Swiss–Webster male mice (weighing 38.3 ± 0.3 g, 12 weeks of age) were used in the microarray experiment and 18 male Swiss–Webster mice (weighing 33 ± 2 g, 9 weeks of age) were used to test the acute effect of stress procedure on blood corticosterone concentration. Additional several cages of group-housed animals (four to five male Swiss Webster mice, 4 months old) were used to stress the experimental mice (see *Social stress procedure* below). Animals were housed in temperature (22 ± 1°C) and humidity-controlled (52 ± 2%) rooms with 12-hour day cycles and provided with ordinary daily care and free access to food and water. Before the start of the experiment mice were housed three to six per cage. All procedures were performed in accordance with the Guiding Principles for the Care and Use of Research Animals and were approved by the Third Local Ethical Committee in Warsaw (permission No. 37/2009).

### Experimental procedure

At the age of 12 weeks the animals that were used in the microarray experiment were moved from their family cages to individual cages and were single housed until the end of the experiment. Immediately after separation mice were assigned to one of the stress group or to the corresponding control group. Next, they were moved from the main colony room to the behavioral laboratory. Mice assigned to stress groups and control groups were kept during the entire period of the experiment in the separate, adjacent rooms. Mice were habituated for 22 days to their new conditions, and next they were subjected to social stress (stress groups) or were left undisturbed (control groups). Mice assigned to the stress group were divided into 4 subgroups (n = 12) described in Table 1. For each stress group, there was a separate control group (n = 12) composed of siblings to enable the comparison between stressed and unstressed brothers. Each stress group and corresponding control group contained at least 10 pairs of siblings derived from different parents. Mice used to test the effect of stress procedure on corticosterone concentration were treated similarly to mice used in the microarray experiment and were singly housed for two weeks before the stress procedure.

**Table 1:** **The design of the microarray experiment**

**Group**	**Habituation**	**Day 1**	**Day 2**	**Day 2 - 4**	**Day 5 - 8**	**Day 9**	**Day 9 - 13**	**Day 14**	**Day 14 - 19**	**Day 20**
		**Stress 1 × 15 min**	**Decap**	**Stress 2 × 10 min**	**Stress 3 × 10 min**	**Decap**	**Stress 3 × 10 min**	**Decap**	**No stress**	**Decap**
Stress 1	V	V	V							
Control 1	V	V	V							
Stress 2	V	V		V	V	V				
Control 2	V	V		V	V	V				
Stress 3	V	V		V	V		V	V		
Control 3	V	V		V	V		V	V		
Stress 4	V	V		V	V		V		V	V
Control 4	V	V		V	V		V		V	V

Decap – decapitation.

V denotes that animals were subjected to specified procedure.

### Food intake measurement

Food consumption was recorded to control the process of habituation and stress procedure. Each mouse received 4 large pellets (about 3 cm long) of standard murine chow. The pellets were weighed and placed on standard stainless steel top grill containing place for food and bottle [18]. Pellets were separated from the bottle by a metal plate to prevent moistening. After 24 hours pellets were weighed again to assess the consumption. Was the pellet about 1.5 cm long or shorter at the time of weighing, it was removed and replaced with a large one. This was done to avoid the possibility that during following 24 h it would become small enough to be pulled into the cage and covered with sawdust. The consumption was recorded from Monday to Friday during habituation period, and from Monday to Sunday during the main part of the experiment.

### Social stress procedure

Social stress was performed by placing an intruder (a stressed animal) into a cage housing four to five male Swiss Webster mice (4 months old). Each session lasted for 10–15 minutes and was performed once or repeated two or three times per day depending on the phase of the microarray experiment (Table 1). Cages with the group-housed mice were rotated after each social encounter. Animals used to test the effect of stress procedure on corticosterone concentration were submitted to a single social encounter lasting for 15 minutes. Animals were observed during the stress procedure to ensure that mice displayed agonistic behaviors such as fights, upright postures, aggressive grooming, and escape [19,20]. Second, behavior was monitored during social encounters to control for the level of aggression and to prevent mice from injuring each other. Because, there was an increase in aggression between mice on the second day of stress procedure, the duration of single encounters was shortened from 15 to 10 minutes. This duration was sufficient to avoid injures. Additionally, number of encounters was increased to prevent potential stress adaptation suggested by a gradual normalization of food intake during the course of experiment. In case of the microarray experiment mice from stress groups and corresponding control groups were decapitated twenty-four hours after the last social encounter. Their brains were removed, while spleens, thymi and adrenal glands were weighed and expressed as percentage of body weight. Changes in the weight of these organs are used as a sensitive measure of stress reactivity in rodents [21-23]. Furthermore, both thymic involution and adrenal gland enlargement are considered to be classic symptoms of stress described originally by Hans Selye [21]. Importantly, these measures of stress reactivity do not interfere with experimental setup. Mice used to test the effect of stress on corticosterone concentration were decapitated 5 minutes after the termination of stress procedure. Immediately before decapitation each animal was individually moved to a separate room designed for dissections.

### Corticosterone assay

Plasma concentration of corticosterone was determined using a high performance liquid chromatography (HPLC) according to modified method described by Ling and Jamali [24]. Blood was collected in 1.5 ml Eppendorf tubes containing EDTA and centrifuged. Corticosterone was extracted from 0.1 ml of plasma samples using ethyl acetate with betamethasone that was added as internal standard. The medium after extraction was centrifuged and the supernatant washed with 0.1 M sodium hydroxide and water. After overnight evaporation of ethyl acetate, the dried samples were dissolved in the HPLC mobile phase, i.e. 35:65 v/v acetonitrile/water. To analyze corticosterone concentration in each sample, we used isocratic HPLC system with UV-DAD detector (Agilent 1100 Series). Detection wavelength was set at 250 nm, RP-C18 analytical column (250 × 3.0 mm, Zorbax, Agilent) and 40°C in column cabinet was kept. Flow rate of mobile phase was maintained at 1.0 ml/min. The extraction efficiency was around 90% and the detection limit of corticosterone was about 1 ng/ml of plasma, with 0.1 ml plasma sample.

### Sample preparation for the microarray experiment

The frontal pole was separated with surgical razor blade in the coronal plane on ice-cold glass dish. Dissected slice (1 mm thick) contained orbital, prelimbic and frontal association cortex located from bregma 3.56 mm to bregma 2.58 mm [25]. This part of brain can be easily recognized because slices consist of the frontal pole and olfactory bulb that are detached from each other. Dissected tissues were inserted into freezing vials, frozen in liquid nitrogen and stored at −80°C until further processing. Total RNA was extracted separately from the individual brain samples using NucleoSpin RNA II kit (Macherey-Nagel, Germany) according to the manufacturer’s protocol. Quantity and quality of RNA samples was estimated using spectrophotometry (ND-1000, Nanodrop, USA) and microcapilary electrophoresis (Bioanalyzer 2100, Agilent, USA). All of the samples chosen for further analysis were of high quality (RIN > 9, 260/280 ~ 2.1).

### Microarray procedures

From each group nine high quality samples that contained the highest amount of isolated RNA were selected. Three independent RNA pools per each experimental group were prepared (24 in total). Each pool consisted of equal amounts of total RNA from 3 mice. Siblings from the stress and control groups were compared on a single microarray. Pairs of animals assigned for each pool were selected randomly. 50 ng of total RNA from each pool was converted to cDNA, then amplified and labeled with cyanine 3 or 5 (Two-Color Low Input Quick Amp Labeling Kits, Agilent, USA). Resulting cRNA was hybridized (Gene Expression Hybridization Kit, Agilent, USA) on Agilent’s Mouse GE 4x44K v2 microarrays. Six slides containing 24 microarrays were used in the experiment. Twelve microarrays were dye-swaps (analyzing the same samples as those in “original” microarray, but labeled inversely) that were included to control the unequal fluorescence of the dyes. Data were extracted using G2565CA Microarray Scanner (Agilent, USA) and Agilent Feature Extraction Software (Agilent, USA) on default settings.

### Real-time quantitative PCR (qPCR)

Microarray data were validated utilizing SYBR Green-based qPCR performed in 96-well plates on the LightCycler® 480 II thermocycler (Roche, Germany). We validated expression level of *Agxt2l1* and *Fam107a* in animals subjected to acute stress, and *Hbb-b1*, *Mgp* and *1500015O10Rik* in animals subjected to 13 days of social stress. Genes selected for validation were representative for clusters with the most consistent pattern of expression across the pools of RNA used for microarray analysis. *Tbp* was used as a reference gene. Total RNA samples from each animal were individually analyzed. PCR validation was extended also to samples omitted in microarray analysis. The number of animals in control groups was reduced to 11 because some samples did not contain enough RNA or did not meet the quality requirements.

Primers (see Table 2 for details) were designed using OligoAnalyzer 3.1. (http://eu.idtdna.com/analyzer/applications/oligoanalyzer/) and Primer-BLAST tools (NCBI, Bethesda, USA) with murine RefSeq database. Primers produced amplicons, which spanned two exons and included all known alternatively spliced mRNA variants. 250 ng of total RNA from each sample was retrotranscribed to cDNA (First Strand cDNA Synthesis Kit, Roche, Germany). qPCR was ran using LightCycler® 480 SYBR Green I Master Kits (Roche, Germany) according to manufacturer’s recommendations. All of the genes were run in triplicate (3 independent runs). All runs contained a negative control (without cDNA) as well as 5-fold dilution series of cDNA to determine PCR efficiency. Melting curve analysis was performed to verify the presence of one gene-specific peak and the absence of primer-dimer peaks. Raw Ct values were calculated on Lightcycler, using 2′nd derivative method. For each sample the relative expression ratio (R) was calculated according to Pfaffl model [26].

**Table 2:** **Sequences, anealing temperatures, efficiencies and amplicon lengths of primers used for qPCR**

**Gene Name**	**Forward or reverse primer**	**Primer sequence**	**Anealing temperature**	**PCR efficiency (%)**	**Amplicon lengths**
*1500015O10Rik*	F	TGGGTCCAGATGGCATAAGTGG	60	82**	105
	R	TTGCTGTGTTCTCGGCTACAG			
*Agxt2l1*	F	GCTCTCCGTTTGCTACTTCAC	60	83*	182
	R	CCCTCTTGACATCTTTGCCCTT			
*Fam107a*	F	CGCTGGTCAGTGTGGTGATT	62	97*	206
	R	AGAGCACCGTCGCAGGAAT			
*Hbb-b1*	F	CTGATTCTGTTGTGTTGACTTG	60	87**	188
	R	AGGTCTCCAAAGCTATCAAAGT			
*Mgp*	F	ACCCTGTGCTACGAATCTCAC	60	95**	140
	R	TTGTTGCGTTCCTGGACTCT			
*Tbp*	F	GCAGTGCCCAGCATCACTATT	60	93*,102**	162
	R	AAGCCCTGAGCATAAGGTGG			

* - PCR efficiency in “acute stress” time point analysis, ** - PCR efficiency in “13 days of stress” time point analysis.

### Data analysis and statistics

#### Stress parameters and real–time quantitative PCR

Weight of body and internal organs, food intake and corticosterone data were subjected to one-way analysis of variance followed by Levene’s test of variance homogeneity. Data that did not meet the requirement of variance homogeneity were subjected to a square root transformation and then were analyzed again following the data normalization guidelines [27]. PCR data were initially subjected to one-way ANOVA followed by Levene’s test of variance homogeneity. Because not all PCR data met the requirement of variance homogeneity, the nonparametric Wilcoxon signed-rank test was applied [28,29]. Relationship between the weight of organs and gene expression was assessed with Pearson Correlation coefficient (normally distributed data) or with Spearman’s rank correlation coefficient (data that were not distributed normally). Normality of data was assessed with Lilliefors test. Statistical analysis was performed with Statistica software, release 7.1. Values are presented as mean ± SEM.

### Analysis of microarray data

#### Statistics

Raw data files were analyzed with the Limma package from Bioconductor [30] using the same criteria for all files. Background correction method “normexp” [31] was used and followed by within-array normalization carried out with the “loess” procedure and between-array normalization conducted with the “Aquantile” method [32]. Genes showing logarithmic fold changes greater than 0.5 (logFC > 0.5) and adjusted p-values less than 0.05 (*p* < 0.05) were considered differentially expressed. Benjamini and Hochberg method controlling for false discovery rate [33] was used for p-value adjustment.

### Clustering analysis

Genes that were found to be significantly up- or down-regulated were included in clustering analysis. For these genes logarithmic fold changes (logFC) for each technical replicate (original array + dye-swaped array) were calculated. LogFC values of different probes for the same gene were averaged using median. These values were used as an input for clustering. Clustering was carried out with the use of the Cluster 3.0 software (Stanford University, USA) and results were visualized in Java TreeView [34]. UPGMA clustering algorithm with absolute centralised correlation as a similarity matrix was used [35]. Correlation coefficient (r) > 0.5 was used to assign genes to different clusters.

## Results

### Stress indices

Mice displayed cyclic fluctuation in food intake after separation from littermates (Figure 1). These fluctuations were associated with the cycle of work of personnel responsible for maintenance of the mouse colony. Cyclic changes in food intake stabilized during the period of habituation. Social stress significantly decreased food intake in all stressed groups (Figure 1). After several days of repeated social stress, food intake returned to the baseline and then increased during the recovery period (Figure 1). Total weight of mice has not been significantly altered by stress (Figure 2) but there was a significant decrease in body weight gains in all stressed groups 24 h after first social encounter (Figure 3). Thymi were significantly lighter and spleens were significantly heavier in the stressed animals (Figure 4A and B). In case of adrenal glands the results were characterized by lack of stable baseline and large differences in variability between groups (Figure 4C). High variability could result from difficulty to precisely separate small adrenal glands from surrounding adipose tissue. Differences in weight of adrenal glands were insignificant although the p value approached the level of significance in case of animals subjected to 13 days of stress (p = 0.09). In a separate experiment it was found that a single social encounter with a group of mice induced large increase in blood corticosterone concentration 5 minutes after the termination of stress procedure (Figure 5).

**Figure 1:**
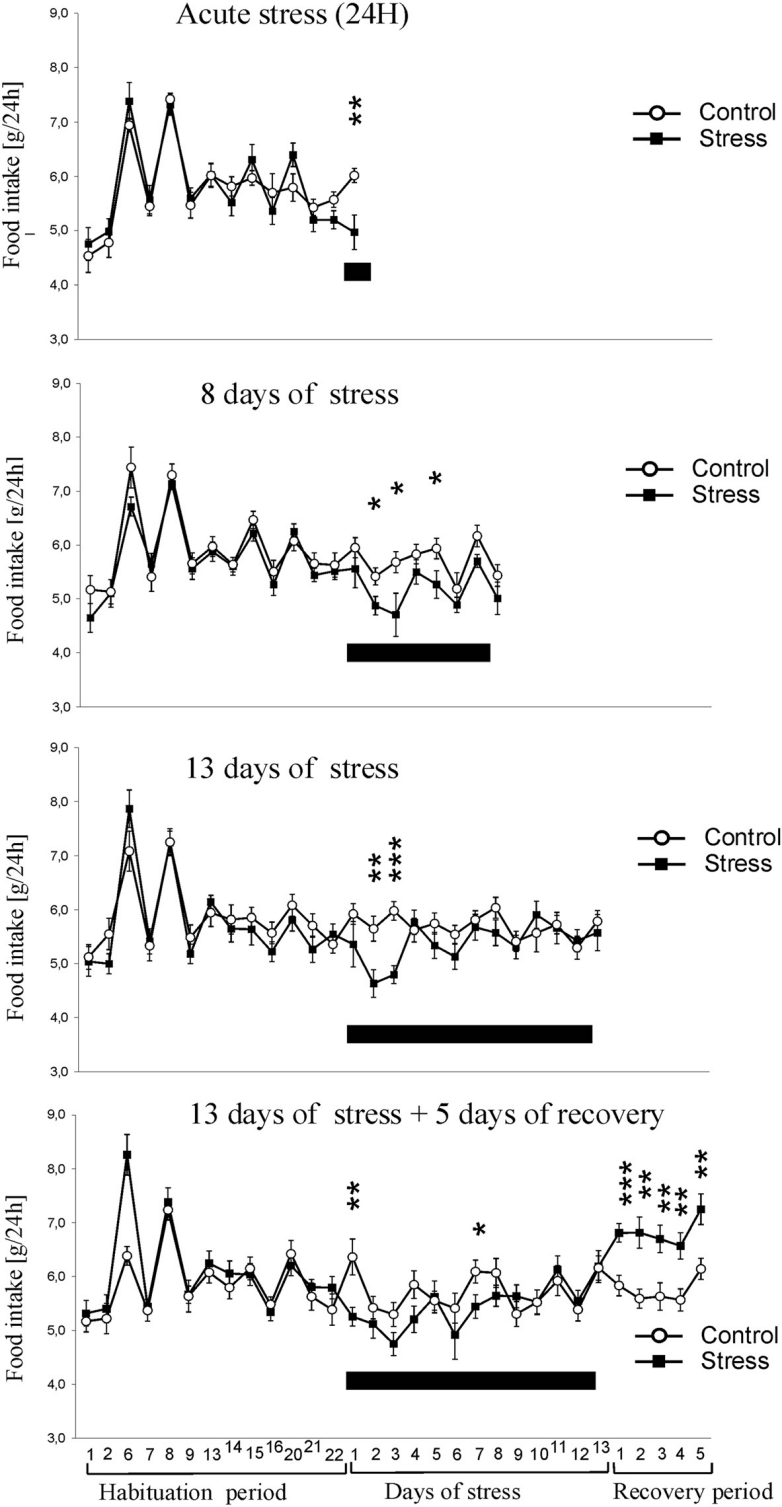
**Effect of stress on food intake.** Black bar depicts duration of social stress. Values are presented as mean ± SEM. N = 12, * - p < 0.05, ** - p < 0.01, *** - p < 0.001; compared with corresponding control group.

**Figure 2:**
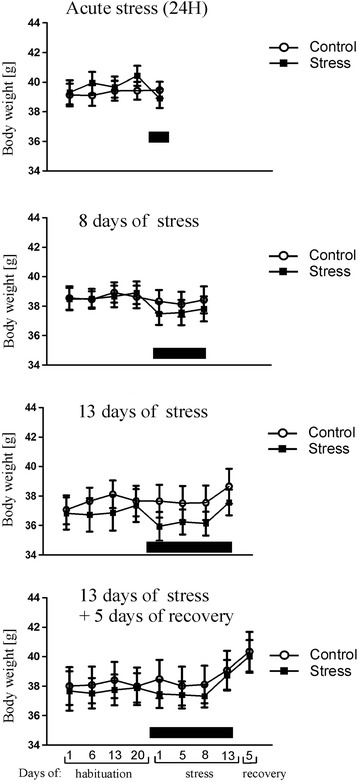
**Effect of stress on total body weight.** Black bar depicts duration of social stress.

**Figure 3:**
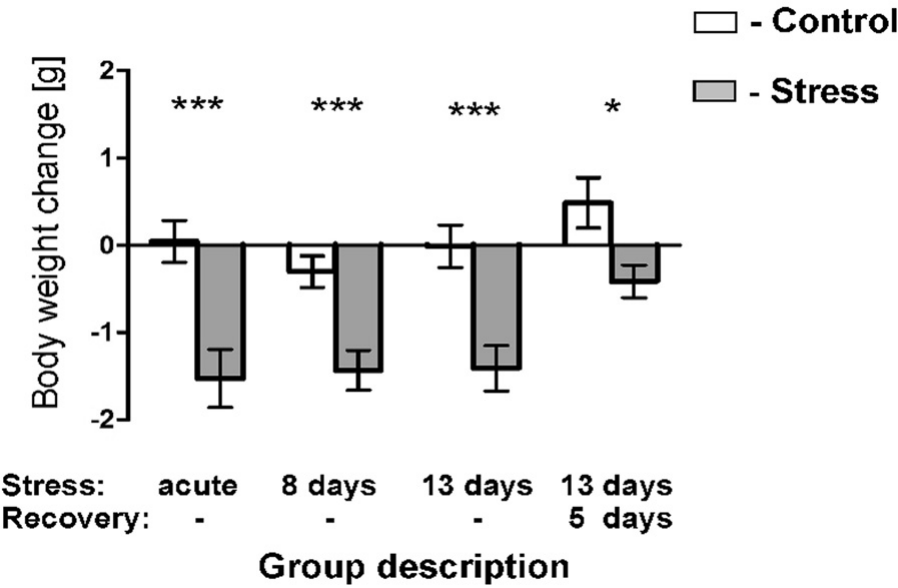
**Body weight gain 24 h after the first social encounter in all four groups used in the microarray experiment.** Values are presented as mean ± SEM. N = 12,* - p < 0.05, ** - p < 0.01, *** - p < 0.001; compared with corresponding control group.

**Figure 4:**
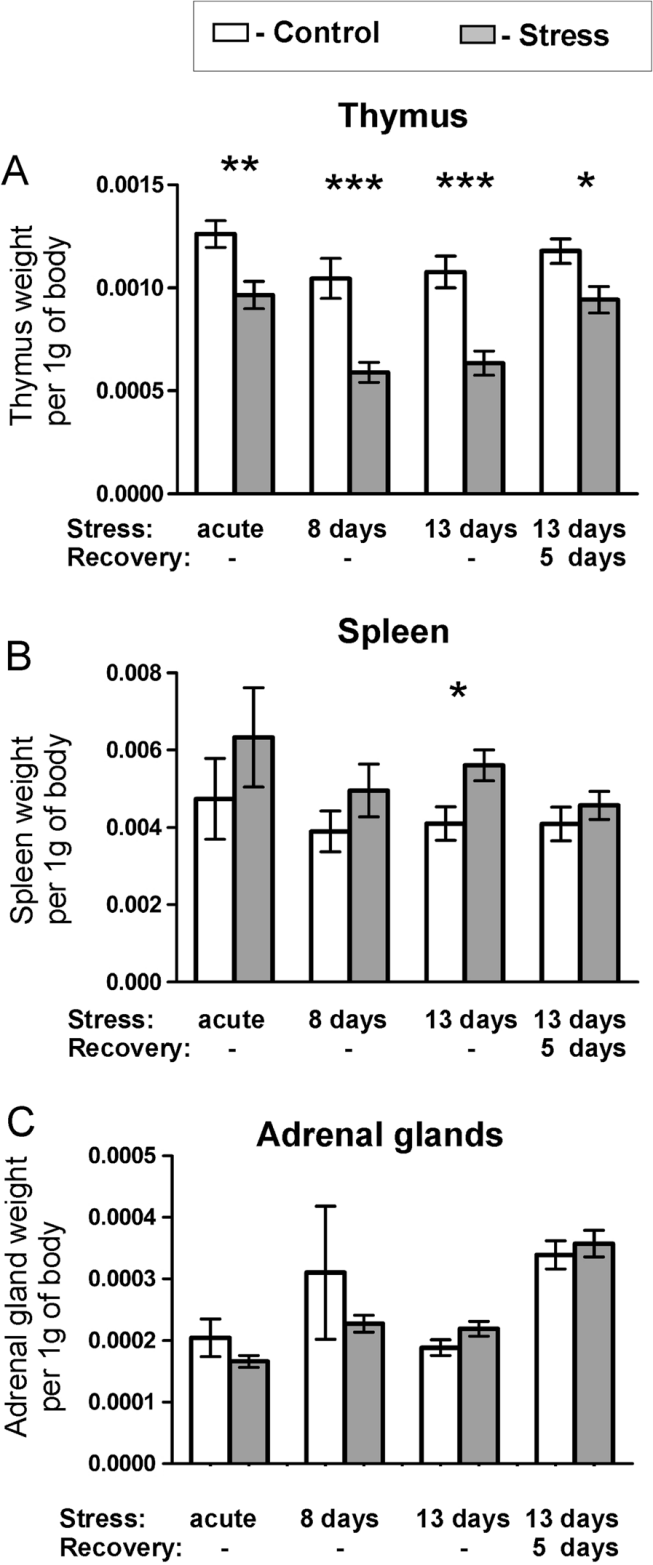
**Effect of stress on the weight of thymus (A), spleen (B) and adrenal glands (C).** Values are presented as mean ± SEM. N = 12. * - p < 0.05, ** - p < 0.01, *** - p < 0.001; compared with corresponding control group.

**Figure 5:**
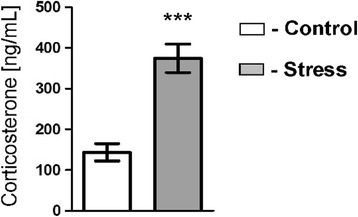
**Effect of a single social encounter lasting for 15 min on blood corticosterone concentration measured 5 min after termination of stress.** Values are presented as mean ± SEM. N = 9; *** - p < 0.001.

### General genome-wide expression

The analysis of microarray data revealed significant differences in transcriptomic profiles between stressed and control mice at all of the studied time points (Additional file 1). 

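Gene expression in the prefrontal cortex was measured on dual-colour Agilent mouse arrays, on which a pool of RNA from stressed mice was hybridised together with a pool from control mice of the same time point. Each pool held RNA from 3 mice, and each of the 4 time points had 3 pairs of pools with control mice of its own. The 12 original arrays and the dye-swap arrays of 8 pairs were analysed here, 20 arrays in all, 5 per time point. The dye-swap arrays of pool 1 were not used here. Each of the 5 slides held 1 array of every time point, and the slides were scanned on 2 days. The authors read the scans with Agilent Feature Extraction, which gives a red and a green intensity for each spot. From these intensities, the background was corrected in limma by the normexp method with an offset of 50, and the arrays were normalized by loess within arrays and by Aquantile between arrays. Log2 ratios were turned to stress over control, the arrays of a pool were averaged, and the 12 pools were fitted together in limma with a coefficient for each time point and n = 3 pools per time point. Fits with the slide as a block took the 20 arrays instead, with the pool as a random block, and at its correlation of 0.0488 they count the dye swaps of a pool as nearly independent. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 over 39429 probes together with a log2 ratio over 0.5 in size, which are the thresholds of the paper. Groups of genes were tested with camera, adjusted over 104 tests of 26 lists at 4 time points, with the correlation between genes preset to 0.01 and then estimated from the data. Positions of probes are those given with the arrays for the mouse build mm9.

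Between 70.5% and 74.3% of the probes of an array were well above background in either channel, with a median of 72.6%, and 0 spots were saturated. The choice of background correction sets the size of ratios of dim probes. The SD of log2 ratios over all probes was 0.15 to 0.17 in pool 1, which has a single array, and 0.074 to 0.10 in pools 2 and 3. Values of single pools compare stress and control within a slide. The number of arrays limits the precision.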

Although we detected 662 transcripts that were up- or down-regulated by different stress regimes (Table 3), only few genes were significantly regulated at more than one treatment group (Figure 6). 

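Hemoglobin genes were 5 of the 10 probes called as changed. After 13 days of stress, 8 probes were higher and 1 was lower. The higher probes belong to the hemoglobin genes Beta-s, Hba-a1, Hbb-b1, Hba-a2 and Hbb-b2, to the heme synthesis enzyme Alas2, to Mgp, which encodes an inhibitor of calcification in vessel walls, and to NAP026524-1, a transcript with no gene name in the reference. The lower probe is assigned on the array to Lrrc49, which encodes a leucine-rich repeat protein that binds tubulin complexes, and its log2 ratio was -0.59 (SE 0.071, n = 3 pools, limma adjusted p = 0.01, with -0.74, -0.68 and -0.34 in pools 1 to 3). After acute stress, 1 probe was higher, that of the unnamed transcript ENSMUST00000103426, at a log2 ratio of 0.56 (SE 0.061, n = 3 pools, limma adjusted p = 0.0103, with 0.77, 0.43 and 0.47 in the pools).

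In limma 0 probes passed after 8 days of stress, where the lowest adjusted p was 0.407, and 0 passed in recovery, where it was 0.999. At an unadjusted p under 0.05 there were 1949 probes after acute stress, 944 after 8 days, 2832 after 13 days and 1402 in recovery, and chance gives 1971. With the slide as a block, 4 probes passed after acute stress, 4 after 8 days, 12 after 13 days and 0 in recovery. Of the 10 probes called at any time point, 0 were called at more than 1.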

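Alas2, Mgp, Lrrc49, NAP026524-1 and the hemoglobin genes Beta-s, Hba-a1, Hbb-b1, Hba-a2 and Hbb-b2 formed a cluster of 9 over the 12 pools. It came from average-linkage clustering by absolute centred correlation, separated at r = 0.5, and ENSMUST00000103426 was the only other called gene, which gave 2 clusters of the 10 genes called here. The same procedure on the 619 genes of Additional file 1 gave 11 clusters, of which 5 held at least 10 genes. Hbb-b1 then shared its cluster with Beta-s, Hba-a1, Hbb-b2, Hba-a2, Mgp, Alas2, NAP026524-1 and 1500015O10Rik, which encodes the secreted peptide augurin. All 9 of these genes are among the 23 that Additional file 1 places in cluster 7. The 9 genes of the first cluster were called on these pools, and the additional file selected its genes on these arrays, so neither grouping is independent evidence.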

The analysis revealed that significantly regulated genes could be grouped into 11 clusters characterized by distinct pattern of expression (Figures 7 and 8; Additional file 1). The most consistent transcriptomic changes that correlated with duration of stress were found in cluster 7 (Figure 7). 

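The 7 genes Mgp, Alas2, Beta-s, Hba-a1, Hbb-b1, Hba-a2 and Hbb-b2, which carry or serve oxygen transport and vessel walls, had higher log2 ratios after 13 days of stress than after acute stress. The difference was 0.82 to 1.64 on the log2 scale, and 7 of 7 genes passed limma's test of it when adjusted over the list alone (adjusted p 3.01e-05 to 7.59e-05), against 0 of 7 when adjusted over all probes. It was largest for Hbb-b1, at 1.64 (SE 0.27), and smallest for Mgp, at 0.82 (SE 0.13). With the slide as a block, all 7 differences passed over all probes too, at adjusted p of 2.04e-04 for Hbb-b2 and Mgp to 0.0261 for Beta-s. The list was selected by the study on these arrays, so the list-alone counts are not independent evidence.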

The core of this cluster contained highly correlated genes coding for hemoglobin (*Hbb-b1*, *Hbb-b2*, *Hba-a1*, *Hba-a2*, *Beta-S*) and two other genes involved in heme synthesis (*Alas2*) and vascular homeostasis (*Mgp*). Expression of these genes was not altered by acute stress, but was progressively increased in animals subjected to 8 and 13 days of stress (Figure 7, Additional file 1). 

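Hbb-b1 and Hbb-b2 encode beta chains of hemoglobin, Beta-s is a further beta chain, and Hba-a1 and Hba-a2 encode alpha chains. Over the 12 pools, the log2 ratio of Hbb-b1 rose and fell with that of Hbb-b2 (Pearson r = 0.99, Spearman rho = 1.00), Hba-a1 (0.99 and 0.93), Hba-a2 (0.97 and 0.94), Alas2 (0.95 and 0.98) and Beta-s (0.92 and 0.96). The adjusted permutation p was 3.25e-05 for the Pearson r of each except Beta-s, at 5.20e-05, from an unadjusted 1.00e-05, the smallest that 100000 permutations can give, and 2.00e-05 for Beta-s. The adjusted permutation p of rho lay between 6.50e-05 and 1.82e-04. Mgp followed with r = 0.76 and rho = 0.80 (adjusted permutation p 0.0103 and 0.0055), and 1500015O10Rik with r = 0.69 and rho = 0.73 (0.0222 and 0.0152). In all, 13 relations with Hbb-b1 were computed, of which 7 passed by Pearson and 8 by Spearman. Fbln1, Slc16a10 and Mndal, which the abstract also relates to hemoglobin genes, did not pass by either. Fbln1 had r = 0.50 and rho = 0.59 (adjusted permutation p 0.115 and 0.0654). Slc16a10 had r = 0.23 and rho = 0.091 (0.520 and 0.780), and Mndal r = 0.52 and rho = 0.36 (0.105 and 0.265).

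Within time points, after each time point's mean was removed, r was 0.97 for Hbb-b2, 0.94 for Hba-a1, 0.94 for Hba-a2 and 0.79 for Alas2, which passed (adjusted permutation p 0.00526, 0.0398, 0.0398 and 0.00526). It was 0.66 for Beta-s (0.184), -0.016 for Mgp and -0.03 for 1500015O10Rik (both 0.95), so the relation of Mgp and of 1500015O10Rik to Hbb-b1 lies between time points and was not seen within them. Without the 2 pools farthest from the median of Hbb-b1, r was 0.99 for Hbb-b2, 0.97 for Hba-a1, 0.96 for Hba-a2, 0.95 for Alas2, 0.86 for Beta-s, 0.76 for Mgp and 0.69 for 1500015O10Rik. Probes of hemoglobin paralogs with near-identical sequences may bind each other's RNA.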

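Hemoglobin carries oxygen in red cells, and all 5 of its adult chain genes were up-regulated after 13 days of stress. Hbb-b1 (mm9, chromosome 7, 110961105 to 110961164) rose most, by a log2 ratio of 1.61 (3.05-fold, SE 0.19, n = 3 pools, limma adjusted p = 0.0091, with 1.46, 1.91 and 1.45 in pools 1 to 3). Hbb-b2 rose by 1.46 (2.76-fold, SE 0.16, adjusted p = 0.0091), Beta-s (chromosome 7, 110976379 to 110976438) by 1.43 (2.70-fold, SE 0.13, adjusted p = 0.00245), Hba-a2 (chromosome 11, 32197245 to 32197304) by 1.40 (2.63-fold, SE 0.18, adjusted p = 0.015) and Hba-a1 (chromosome 11, 32183955 to 32184014) by 1.34 (2.53-fold, SE 0.16, adjusted p = 0.00994). Alas2, the heme synthesis enzyme of red cell precursors (chromosome X, 147004993 to 147005052), rose by 1.00 (2.00-fold, SE 0.11, adjusted p = 0.0091, with 1.03, 1.33 and 0.63 in the pools). Mgp (chromosome 6, 136821125 to 136821184) rose by 0.81 (1.75-fold, SE 0.094, adjusted p = 0.0091, with 1.13, 0.67 and 0.64 in the pools). With the slide as a block, the 7 adjusted p were 1.86e-06 to 4.76e-04. Without 13-day pool 1, without pool 2, with a normexp offset of 0, with median centring, with the authors' value table, and with eBayes with trend and robust, 0 probes were called after 13 days, while the log2 ratio of Hbb-b1 stayed between 1.46 and 1.68 over 23 alternatives.

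After 8 days of stress, 7 of 7 genes were higher in all 3 pools, and 7 passed when adjusted over the list alone, while 0 passed over all probes in limma. Since the study selected this list on these arrays, the list-alone values are not independent evidence. Hbb-b1 was at 0.82 (SE 0.19, list-alone adjusted p = 0.00139, with 0.72, 1.08 and 0.65 in the pools), Hba-a2 at 0.81 (SE 0.18, 0.00137), Hba-a1 at 0.73 (SE 0.16, 0.00137), Hbb-b2 at 0.67 (SE 0.16, 0.00139), Mgp at 0.66 (SE 0.094, 7.22e-05), Beta-s at 0.50 (SE 0.13, 0.00225) and Alas2 at 0.43 (SE 0.11, 0.0025). In the fit of the 20 arrays with the slide as a block, Mgp (adjusted p = 8.77e-05 over all probes), Hbb-b1 and Hbb-b2 (both 0.0302) and Hba-a1 (0.0472) passed the threshold after 8 days, and Hba-a2 was at 0.0889. Mgp passed after 8 days in fits of the 20 arrays without the slide too. No fit of all 12 pools with the spread between pools called a hemoglobin gene after 8 days. After acute stress, the 7 values lay between -0.08 and 0.04, each with a list-alone adjusted p of 0.891, so that no change was detected. The probe named Hbb-b1 on the array is assigned to Hbb-bt, and Beta-s to Hbb-bs, in the reference, and the chains' sequences are close enough that their probes may bind each other's RNA.

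**Figure D1:**
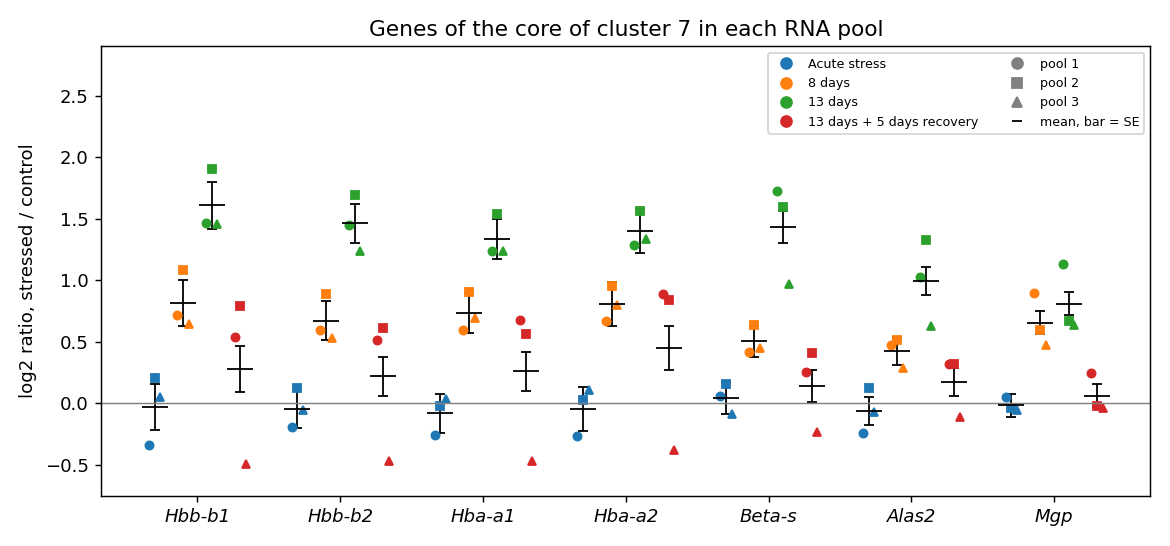
Log2 ratio of stress over control (vertical axis) of 5 hemoglobin genes, Alas2 and Mgp at each of the 4 time points (horizontal axis). Points are the 3 pools, and bars are the mean with its standard error. Hbb-b1 lies at -0.029 after acute stress, 0.82 after 8 days, 1.61 after 13 days and 0.28 in recovery.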

Cluster 7, additionally, contained 14 genes that were up- or down- regulated only after 13 days of stress (Figure 7). 

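Of the genes beside the core that the paper assigns to this cluster, 1 passed after 13 days of stress, the unnamed transcript NAP026524-1, which rose by a log2 ratio of 0.68 (1.60-fold, SE 0.09, n = 3 pools, limma adjusted p = 0.0196, with 0.61, 0.92 and 0.50 in pools 1 to 3). Aldh1a3, which encodes a retinaldehyde dehydrogenase that makes retinoic acid, was lower in each pool, with a log2 ratio of -0.42 (SE 0.084, adjusted p = 0.199, with -0.61, -0.42 and -0.22), and its adjusted p was 0.0458 with the slide as a block. Myh1, a myosin heavy chain of skeletal muscle, had a log2 ratio of 0.32 (SE 0.089, adjusted p = 0.459, with 0.44, 0.31 and 0.21). Spots of NAP113099-1, Slc16a10, Nup210l, Hao1, Gm4131, Olfr570, CX214941 and A_55_P2042863 were not well above background in either channel on at least 4 of the 5 arrays of the time point, and none of them passed.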

Consistent pattern of expression was also found in cluster 9, which contained transcripts of unknown functions that were down-regulated after acute and chronic stress (Figure 7). This cluster contained also 4 other transcripts that were significantly up-regulated (*Agxt2l1*, *Clcnka*, *Fam107a*) or down-regulated (*Abpa*) but only after acute stress (Figure 7). 

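The transcripts ENSMUST00000099035, ENSMUST00000099046, ENSMUST00000099042 and ENSMUST00000099050 lie close together on chromosome 9 of mm9, between 3003722 and 3038316, and ENSMUST00000099683 lies on chromosome 2, between 98507014 and 98507154. Their 7 probes were lower in stressed mice in 3 of 3 pools both after acute stress and after 13 days. After acute stress, the log2 ratios were -0.66 to -0.49 (limma adjusted p 0.728 to 0.931), and after 13 days they were -0.99 to -0.78 (adjusted p 0.242 to 0.311), so 0 of the 7 probes passed the test at either time point. At 13 days, the sizes differed strongly between pools of RNA, from -1.83 to -1.42 in pool 1 and -0.97 to -0.72 in pool 2 to -0.19 to -0.13 in pool 3. The slide as a block gave adjusted p of 0.0635 to 0.138 after acute stress and 0.0586 to 0.0805 after 13 days. After 8 days, the log2 ratios were -0.20 to -0.11 (adjusted p 1.00), and in recovery they were 0.20 to 0.25 (adjusted p 0.999). Members of this family are closely related in sequence, so their probes may bind each other's RNA.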

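Agxt2l1 encodes an enzyme that breaks down phosphoethanolamine and is found mainly in astrocytes, and Fam107a encodes an actin-binding protein induced by stress. After acute stress, the log2 ratio of Agxt2l1 (mm9, chromosome 3, 130338517 to 130338576) was 0.69 (SE 0.12, n = 3 pools, limma adjusted p = 0.12, with 0.54, 0.92 and 0.60 in pools 1 to 3). All 3 pools of RNA had higher levels of Agxt2l1, and in the fit of the 20 arrays with the slide as a block it passed over all probes, at 0.72 (adjusted p = 0.00344). Among fits of all 12 pools with the spread between pools, only that with array quality weights, which did not converge to its tolerance, called it. At the other time points, Agxt2l1 lay between -0.12 and -0.01 and did not pass. The paper's qPCR of individual mice found Agxt2l1 significantly higher after acute stress. Spots of Abpa, an androgen-binding protein gene, were not well above background in either channel on any of the 5 arrays.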

The remaining clusters displayed much less consistent pattern characterized by high variability between the different pools of RNA (Figure 8). 

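Among the 671 calls that Additional file 1 lists over the 4 time points, which include Timp1, Tgtp2, the hemoglobin genes and 140 calls of the recovery group, the direction of the mean was the same here in 666. The log2 ratio passed 0.5 in the called direction in 0 pools for 418 calls, in 1 pool for 223, in 2 pools for 16 and in 3 pools for 14. The calls carried by a single pool were 33.2% (exact 95% interval 29.7% to 36.9%), and 222 of these 223 were carried by pool 1, the pool with a single array. By time point, this share was 25.2% after acute stress, 30.5% after 8 days, 34.1% after 13 days and 51.4% in recovery. Spots of 523 of the 671 calls, or 77.9%, were not well above background on at least 1 array of the time point. Ratios of such spots depend on the background correction: the single-pool share was 74.8% with a normexp offset of 0, 75.4% in the authors' value table, and 68.2% among the 148 calls that are well above background. The calls that passed 0.5 in 0 pools, 418 here, were 7 with a normexp offset of 0 and 1 in the authors' value table.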

In most cases, genes belonging to these clusters were significantly regulated only in one of the stress groups and, frequently, large differences were restricted to one out of three pools from the group. Exceptions were *Timp1* (cluster 10), which was up-regulated in all 3 pools from the chronic stress group (13 days of stress), and *Tgtp2* (cluster 11), which was down-regulated in all 3 pools from the recovery group (Figure 8).

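Timp1 encodes an inhibitor of matrix metalloproteinases, and Tgtp2 encodes a GTPase induced by interferon. After 13 days of stress, Timp1 (mm9, chromosome X, 20451802 to 20451861) was higher in each pool, with a log2 ratio of 0.38 (SE 0.39, n = 3 pools, limma adjusted p = 0.923, with 0.44, 0.43 and 0.26 in pools 1 to 3), and it did not pass the test. In recovery it was at -0.95 (SE 0.39, adjusted p = 0.999), which pool 1 alone carried, with -2.93, 0.01 and 0.06 in the pools. The SE of 0.39 comes from 1 variance of the gene over all 4 time points, so it holds the spread of the recovery pools too. The SD of Timp1 over pools was 0.10 after 13 days and 1.71 in recovery. The failed test after 13 days thus does not show scatter among the 13-day pools. Tgtp2 (chromosome 11, 48871837 to 48871896) was lower in each recovery pool, at -0.94 (SE 0.53, adjusted p = 0.999, with -1.68, -0.67 and -0.48), and did not pass. After 13 days, Tgtp2 went apart between pools of RNA, with -2.30, 1.1 and -0.87.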

**Table 3:** **Summary of microarray data**

	**Acute stress**	**8 days of stress**	**13 days of stress**	**13 days of stress +5 days of recovery**	**Total**
Up-regulated transcripts	145	70	56	47	318
Down-regulated transcripts	138	48	65	93	344
Total	283	118	121	140	662

**Figure 6:**
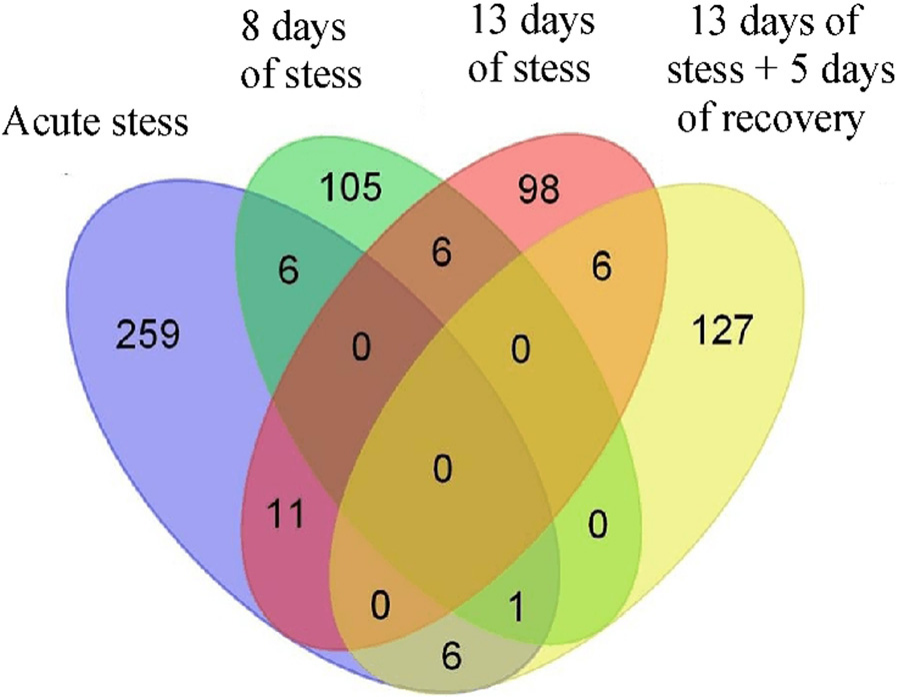
**Venn diagram showing differences and similarities in gene expression between different stress regimes.** Each colored ellipse represents one treatment group. Numbers of genes common between treatment groups are depicted on intersections between ellipses.

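Hbb-b1, Alas2, Mgp and the other called genes each passed at a single time point in the fit of the 12 pools, and in the 20-array fit with the slide as a block Mgp, Hbb-b1, Hbb-b2 and Hba-a1 passed both after 8 days and after 13 days. No fit of all 12 pools with the spread between pools called these 3 hemoglobin genes after 8 days. At the looser level of an unadjusted p under 0.01 there were 444 probes after acute stress, 151 after 8 days, 740 after 13 days and 171 in recovery. Acute stress and 13 days shared 81 of them, and 43 of the 81 went in the same direction. The acute and 8-day lists shared 16 (12 in the same direction), the acute and recovery lists 30 (1 in the same direction), the 13-day and recovery lists 30 (26 in the same direction), and the 8-day and recovery lists 1. The time points share slides, the unswapped dye effect of pool 1 and a variance fit, so these counts were not held against chance. In Additional file 1, the paper's own lists hold 671 calls on 633 probes, of which 37 were called at more than 1 time point.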

**Figure 7:**
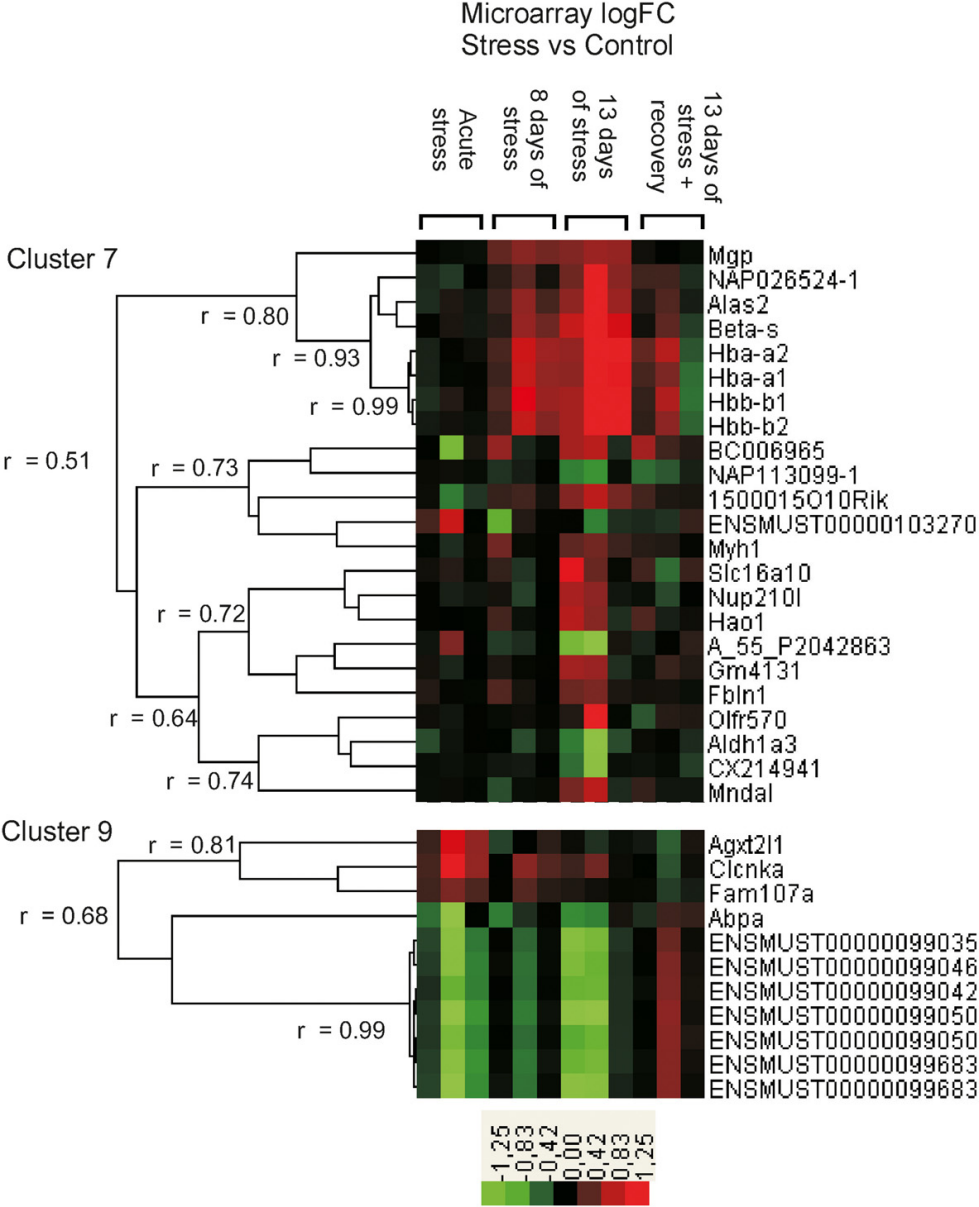
**Expression pattern of genes assigned to cluster 7 and 9.**

**Figure 8:**
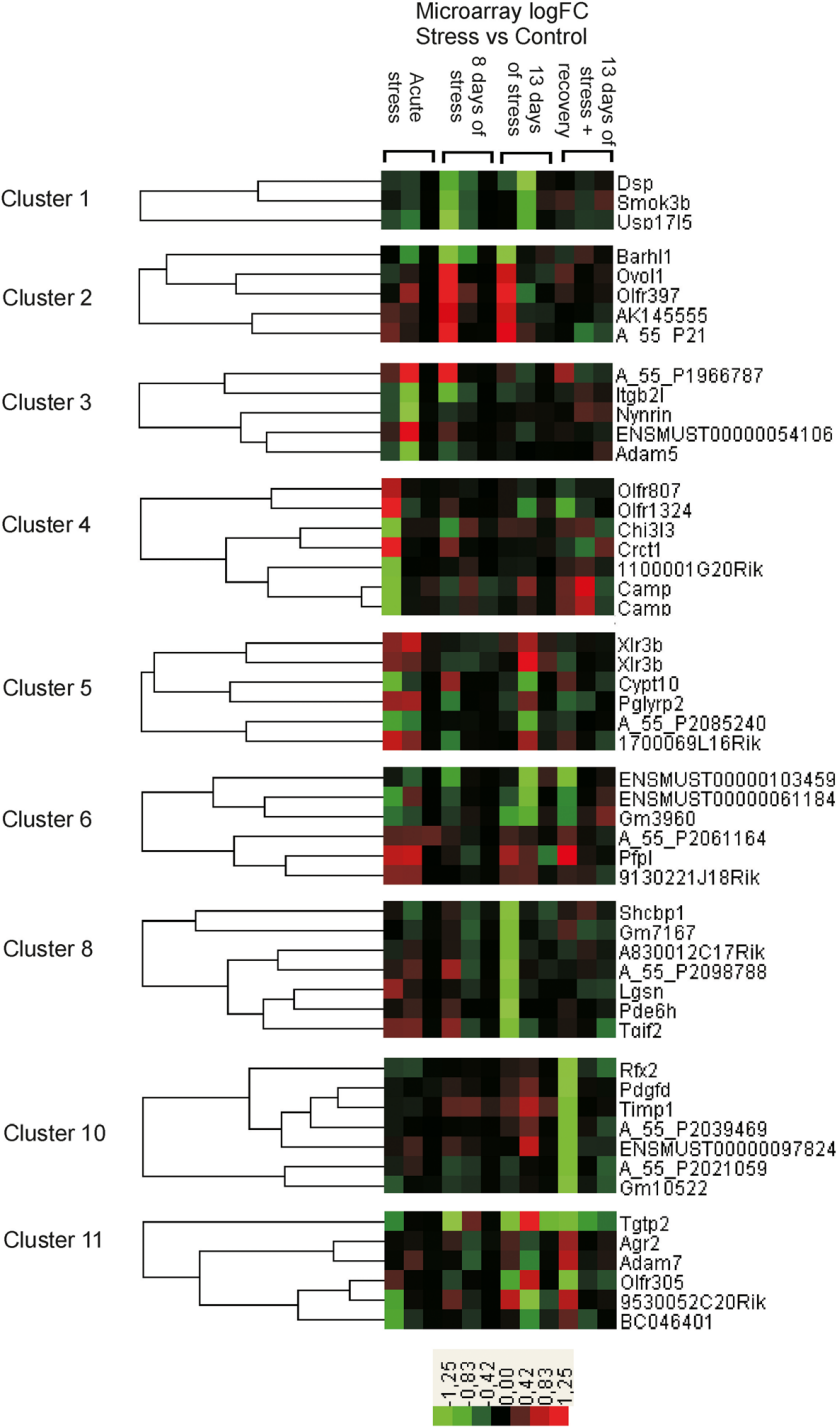
**Expression pattern of genes assigned to cluster 1–6, 8 and 9–11.** Dendrograms show only examples of genes belonging to each cluster with the exception of cluster 1 and 11. For full list of genes see Additional file 1.

### Validation of microarray results

qPCR confirmed that *Agxt2l1* and *Fam107a* were significantly up-regulated by acute stress, whereas *Hbb-b1*, *Mgp* and *1500015O10Rik* were significantly up-regulated by chronic stress (Figure 9).

**Figure 9:**
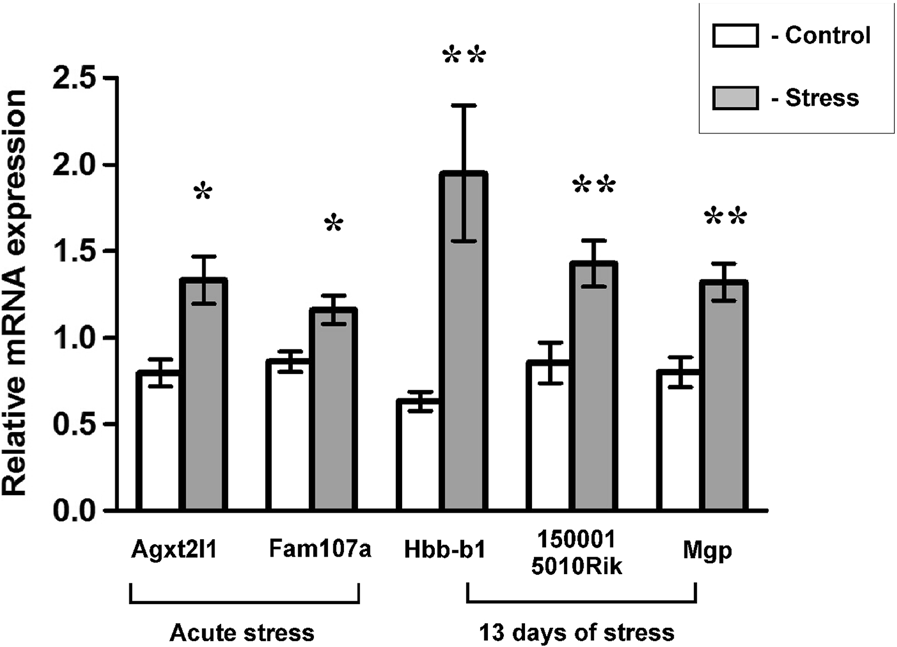
**Quantitative PCR validation of microarray data.** Values are presented as Mean ± SEM. N = 11–12, * - p < 0.05, ** - p < 0.01; compared with corresponding control group.

### Correlation between organ weights and gene expression

#### Acute stress

Thymic weight was negatively correlated with expression of *Agxt2l1* and this relationship was significant for the pooled data containing results from the control and stressed mice (Figure 10A). Expression of *Fam107a* was positively correlated with weight of spleen and this relationship was significant both in case of pooled data (p < 0.001; Figure 10B) and within control (p < 0.05) and stress group (p < 0.01). Finally, there was also a correlation between weight of thymus and spleen in control group (p < 0.05). Other correlations were not significant (Additional file 2).

**Figure 10:**
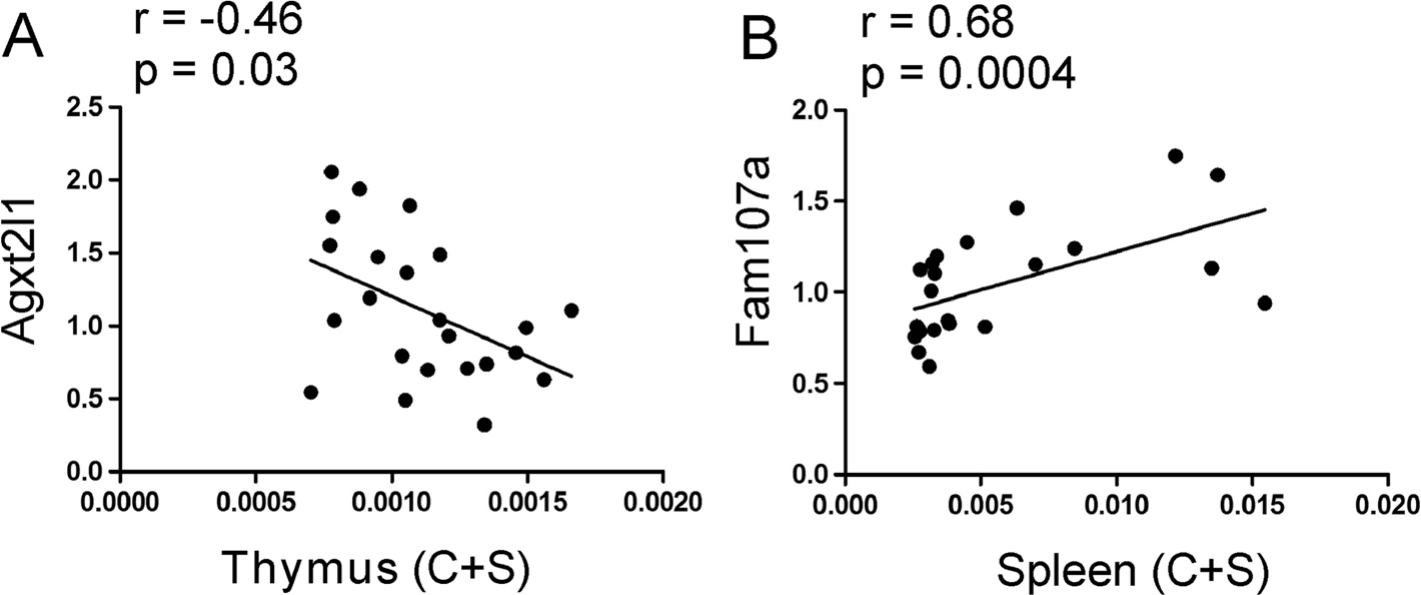
**Correlation between expression of genes affected by acute stress and weight of thymus (A) and spleen (B) calculated per 1 g of body weight.** C + S denotes that presented are data from both control and stressed animals.

#### Chronic stress

Thymic weight was negatively correlated with expression of *Hbb-b1* and *Mgp* (Figure 11A and D) while weight spleen was positively correlated with expression of *Hbb-b1* (Figure 11B). Weight of adrenal glands correlated positively with expression of *Mgp* but this effect was significant only within the stress group (Figure 11E). There was also a significant correlation between expression of *Hbb-b1*, *Mgp* and *1500015O10Rik* (Figure 11F,G and H). Other correlations were not significant (Additional file 2).

**Figure 11:**
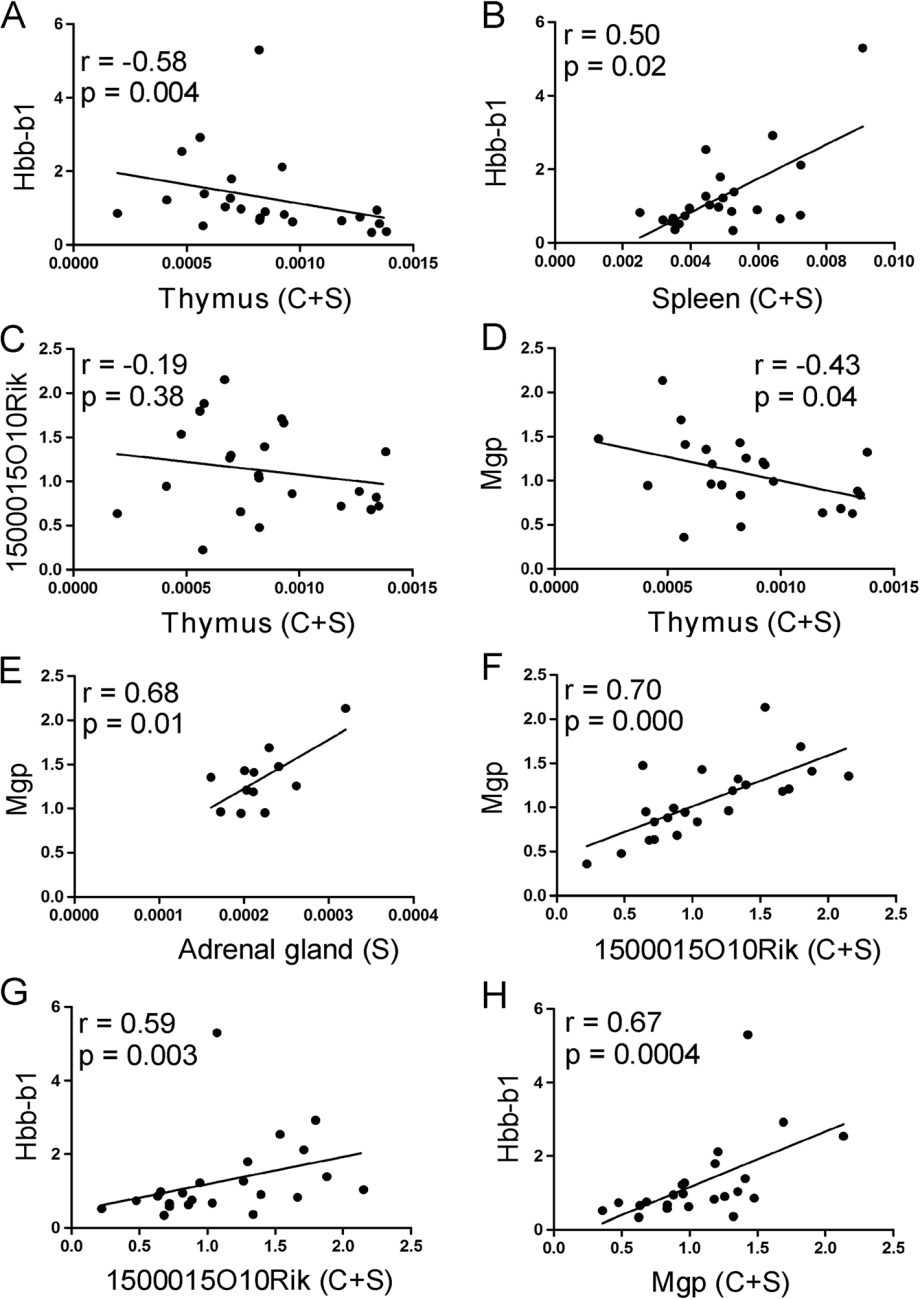
**Correlation between expression of genes affected by chronic stress (13 days) and weight of thymus (A, C, D), spleen (B) and adrenal glands (E) calculated per 1 g of body weight.** Correlation between Mgp, 1500015O10Rik and Hbb-b1 is presented in panel **F**, **G** and **H**. C + S denotes that presented are data from both contron and stressed animals, S denotes correlation only within stress group.

## Discussion

### Indices of stress reactivity

Differences in corticosterone concentration, food intake, body weight gain and size of thymus and spleen confirmed effectiveness of the applied stress paradigm. The observed thymic involution is a classic early symptom of stress that was originally described by Hans Selye [21,36] and since then has been shown repeatedly to be a sensitive and reliable index of stress in rodents [23,37,38]. In our experiment, the degree of thymic involution correlated with the duration of stress and was partly reversed during the recovery period consistently with previously published data [37]. The weight of spleen was less sensitive measure of stress reaction because significant differences were seen only in mice subjected to the longest period of social stress. Previously, it has been shown that splenic enlargement is a typical symptom of chronic social stress in rodents [22,23,39,40]. The observed stress-induced changes in feeding behavior and body weight gain are consistent with the literature data [41]. Decreases in food intake and body weight gain were induced by acute stress and returned to the baseline during the course of experiment. Increased food intake proved also to be sensitive index of recovery processes following chronic social stress.

### Hemoglobin (*Hbb-b1*, *Hbb-b2*, *Hba-a1*, *Hba-a2*, and *Beta-S*) genes

The most important finding of our study was identification of hemoglobin genes as potential markers of chronic social stress in mice. First, expression of *Hbb-b1* was correlated with weights of spleen and thymus that were used as indices of stress reactivity (Figure 11A and B). Second, prefrontal cortex expression of (*Hbb-b1*, *Hbb-b2*, *Hba-a1*, *Hba-a2*, *Beta-S*) was not altered by acute stress, but was progressively increased in animals subjected to 8 and 13 days of repeated social stress (Figure 7, Additional file 1). It is important to note that these transcriptomic changes constitute an independent replication of results because each stress group was compared with its own separate control group. Furthermore, changes in expression of hemoglobin genes were not restricted to prefrontal cortex because similar pattern of expression was found in hippocampal tissue collected from the same mice (Stankiewicz et al., unpublished data). These data are also consistent with the results obtained in tethered pigs that displayed increased expression of hemoglobin beta both in the hippocampus and frontal cortex [16]. Furthermore, the level of hemoglobin expression correlated with the duration of stress both in pigs [16] and mice (present study). Therefore, our mouse model of social stress mirrored transcriptomic indices of stress observed in another species. 

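The 8-day and 13-day groups, which have separate control pools, shared 48 probes at an unadjusted p under 0.01, and 47 of the 48 went in the same direction. Over all 39429 probes, the log2 ratios of these groups had r = 0.40. The groups share slides, the unswapped dye effect of pool 1 and a variance fit, so neither value was held against chance. The adult hemoglobin genes were 5 of 5 higher in both groups. As a list, they had a median log2 ratio of 0.73 after 8 days (0.60, 0.91 and 0.65 in pools 1 to 3, camera adjusted p = 6.51e-16) and 1.43 after 13 days (1.45, 1.60 and 1.24 in the pools, 2.10e-21). With the correlation between genes estimated from the data, the adjusted p was 0.0574 after 8 days and 0.0351 after 13 days. In recovery, the list was at 0.26 (adjusted p = 0.00147 with the preset and 0.426 with the estimated correlation), with 0.54, 0.61 and -0.46 in the pools. Its camera adjusted p in recovery was 0.162 without pool 1, and it was not called higher without recovery pool 2. The embryonic and fetal hemoglobin genes, of which 6 are on the array, did not shift at any time point, with medians of -0.02 to 0.03 (camera adjusted p 0.218 to 0.798).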

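In the fit of the 12 pools, Beta-s had the clearest step between 8 and 13 days of stress, with a difference in log2 ratio of 0.93 (SE 0.18, limma adjusted p = 0.00156 over the list of 7 core genes). It was 0.79 for Hbb-b1 (SE 0.27, 0.0189), 0.79 for Hbb-b2 (SE 0.22, 0.00907), 0.60 for Hba-a1 (SE 0.23, 0.0275), 0.59 for Hba-a2 (SE 0.25, 0.0424) and 0.57 for Alas2 (SE 0.16, 0.00907). Mgp, the inhibitor of calcification, did not pass, at 0.15 (SE 0.13, 0.265). With the slide as a block, Hbb-b2 (2.57e-04) and Hbb-b1 (7.08e-04) had a lower limma adjusted p over the list than Beta-s (0.00181). Between acute stress and 8 days, 7 of 7 genes differed when adjusted over the list alone, by 0.46 to 0.85 (adjusted p 0.00167 to 0.0262). Between 13 days and recovery, 7 of 7 fell, by 0.75 (Mgp) to 1.33 (Hbb-b1) on the log2 scale (adjusted p 6.67e-05 to 0.00249). The study selected the 7 genes on these arrays, so the list-alone results of these comparisons are not independent evidence. Adjusted over all probes, 0 of 7 passed in each of these comparisons in the fit of the 12 pools, where limma called 0 probes in all and 899, 606 and 1947 probes had an unadjusted p under 0.05. Mgp passed over all probes with the slide as a block between acute stress and 8 days (adjusted p = 0.0069), and Hbb-b1 (0.00327), Hbb-b2 (0.00101), Hba-a1 (0.0185) and Mgp (0.00101) between 13 days and recovery. Without 13-day pool 2, 1 of the 6 differences between 8 and 13 days passed. Without pool 1 of every time point, 2 of 7 passed between acute stress and 8 days and 0 between 8 and 13 days, where Hbb-b1 differed by 0.74 (SE 0.34) and 0.82 (SE 0.34). From the rise with the length of stress in mice with separate control groups, and from the correlation with organ weights, the paper proposes hemoglobin genes as markers of chronic social stress. It adds qPCR of Hbb-b1 in individual mice, unpublished hippocampal data of the same mice and published data of tethered pigs.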

Comparison of published data shows, however, that this transcriptomic pattern is not consistent across different models of stress in rodents. Partly overlapping results were obtained in the mouse model of chronic mild stress (CMS), which is characterized by successive application of various stressors, such as cage tilting, immobilization, altered lighting cycle, and social encounters. Lisowski et al. [42] reported increased hippocampal level of *Hba-a1* transcript in two different lines of mice subjected to CMS, but these results were not reproduced in prefrontal cortex [43-45]. Opposite changes in hippocampus and amygdala expression of hemoglobin alpha and beta (*Hba-a2* and *Hbb*) were found in rats subjected to chronic restraint stress [46]. However, changes in expression of hemoglobin were not reported in other models of stress, such as repeated forced swimming [47], unavoidable electric shocks [48,49], sub-chronic restraint [50], and chronic inflammatory pain [51]. Relatively low reproducibility of results is not surprising considering recent meta-analysis of microarray experiments investigating pain-induced changes in brain transcriptome [14]. Comparison of data from 20 papers yielded list of 2254 pain-related genes but only seven genes were reported in at least 7 independent studies [14]. In the field of stress research there is a high variability of applied procedures and, therefore, the replicability of stress-induced changes can be even lower than in the case of pain studies.

An important question is physiological mechanism underlying changes in brain expression of hemoglobin. Hemoglobin is expressed at high level in erythrocytes but it is also present in neurons [52-55]. Hemoglobin plays an important role in neuronal respiration, oxidative stress, and response to injury [52-54]. Additionally, neuronal hemoglobin is used by cells to produce hemoglobin-derived peptides (hemorphins, neokyotrophin and hemopressins) acting at opioid and cannabinoid receptors [56]. Increase in frontal expression of hemoglobin genes (*Hba-a1*, *Hba-a2*, *Hbb-b1*) was induced by chronic peripheral inflammation [57] and neuronal expression of *Hba* and *Hbb* genes was increased after intracerebral hemorrhage [53] and ischemia [58]. Up-regulation of *Hba-a1* and *Hbb* has been also found in brains of aged rats [59]. Human HbA2 and HbF were associated with disease severity in bipolar disorder with a likely protective role of HbA2 against post-partum episodes [60]. Therefore, increased level of hemoglobin genes is observed in different pathological states. Unfortunately, we do not know whether the stress-induced changes in expression of hemoglobin genes result from increased expression in neurons, increased blood flow or from increased accumulation of blood in tissue because of changes in local vascular tone, decreased flexibility or occlusion of vessels. However, the fact that expression of hemoglobin was correlated with weight of thymus and spleen suggests that expression of hemoglobin reflected general changes in the state of organism exposed to chronic stress.

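Blood left in a tissue brings the RNA of red cells, white cells and platelets, and vessels and meninges bring genes of their own, so lists of marker genes of these cells were tested after 13 days of stress. Red cell genes other than hemoglobin had a median log2 ratio of 0.07 over 24 genes, 17 of them higher (0.13, 0.03 and 0.02 in pools 1 to 3, camera adjusted p = 7.30e-05). The adjusted p was 0.182 with the correlation estimated from the data. Of this list, Alas2 and Isg20, an exonuclease also induced by interferon, passed when adjusted over the list alone, and Isg20 was at 0.37 (SE 0.075, list-alone adjusted p = 0.00368, 0.22 over all probes). The neutrophil list did not shift (median 0.04, 17 of 20 genes higher, camera adjusted p = 0.118), with Lcn2, an iron-binding protein of granules, at 0.36 (SE 0.18, list-alone adjusted p = 0.96, with 0.99 in pool 1 and -0.04 in pool 3). Platelet genes did not shift either (median 0.0008, 8 of 16 higher, 0.725), with Pf4, a platelet chemokine, at 0.18 (list-alone adjusted p = 0.554). The neuron list was at 0.02 (13 of 24 higher, 0.725), with Cux2, a transcription factor of upper cortical layers, at -0.16 (list-alone adjusted p = 0.0746). Several of the red cell genes are also expressed by cortex.

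**Figure D2:**
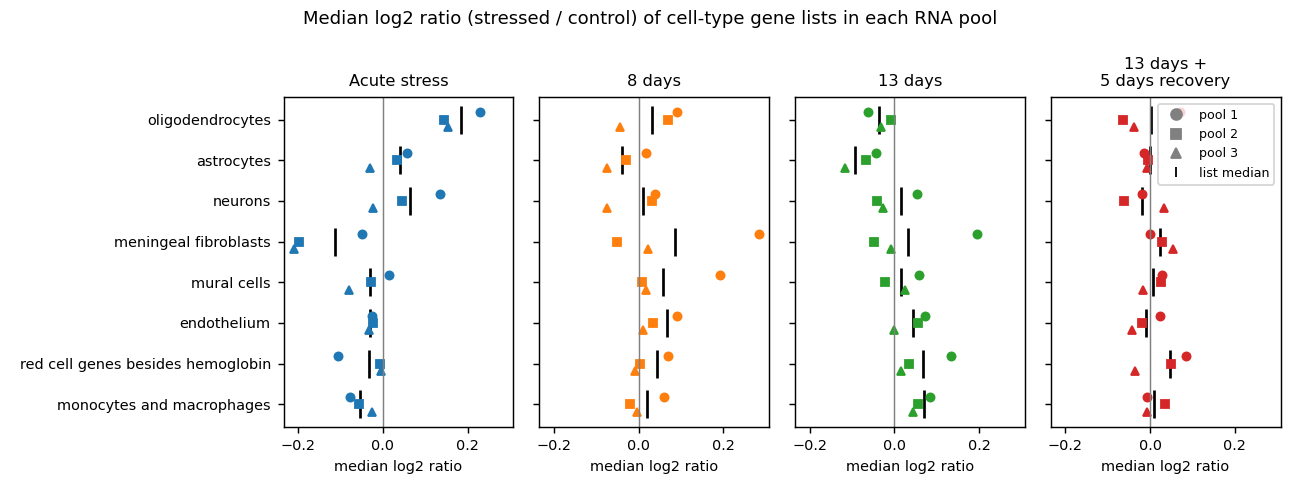
Median log2 ratio of stress over control of lists of marker genes of 8 kinds of cell, in a panel for each of the 4 time points. Each point is the median over a list's genes in 1 of the 3 pools. After 13 days, the red cell genes besides hemoglobin had pool medians of 0.02 to 0.13. For comparison, the pool medians of the hemoglobin list were 1.24 to 1.60.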

### Heme synthesis (*Alas2*) and vascular homeostasis (*Mgp*) genes

The increased expression of hemoglobin genes in prefrontal cortex was associated with increased expression of *Alas2* and *Mgp* in animals subjected to 8 and 13 days of stress (Figure 7, Additional file 1). 

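Heme is made from glycine and succinyl-CoA by a chain of enzymes, and of 9 of them on the array Alas2 alone passed. The list as a whole did not shift after 13 days of stress (median 0.02, 5 of 9 genes higher, camera adjusted p = 0.203, though 0.0314 with the slide as a block and 0.458 with the estimated correlation) or after 8 days (median -0.02, 3 of 9 higher, 0.724). Alas1, the form of the enzyme used outside red cells, was at -0.11 after 13 days (SE 0.05, list-alone adjusted p = 0.138) and -0.13 after 8 days (SE 0.05, 0.102). Fech, which inserts iron into heme, was at 0.12 after 13 days (SE 0.055, 0.138). Mgp belongs also to the list of genes of meningeal fibroblasts and large vessels. Of its 33 genes, 7 were higher after 13 days when adjusted over the list alone, among them Ogn, a matrix proteoglycan, at 0.25 (SE 0.049, 0.00323) and Thbd, an anticoagulant receptor, at 0.27 (SE 0.068, 0.0195), and 1 over all probes, Mgp itself. The list's median was 0.03 after 13 days (0.19, -0.05 and -0.01 in pools 1 to 3, camera adjusted p = 8.55e-04) and 0.09 after 8 days (0.28, -0.05 and 0.02, 1.37e-11). With the estimated correlation the adjusted p was 0.613 and 0.311, and without pool 1 camera's was 0.431 and 0.143, so both shifts rest on pool 1. After 8 days, 5 of the 33 passed over the list alone, among them the collagen processing factor Pcolce (0.27, SE 0.06, 0.00971) and the collagen gene Col3a1 (0.24, SE 0.067, 0.0354).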

Expression of *Mgp* was correlated with weight of adrenal glands in stressed animals and with weight of thymus (Figure 11D and E). Prefrontal up-regulation of *Mgp* and *Alas2* was also found in hippocampal tissue collected from the same mice (Stankiewicz et al., unpublished). *Alas2* codes for a key enzyme involved in heme synthesis. Previously, up-regulation of both *Alas2* and hemoglobin genes was found in brain tissue after cerebral artery occlusion [61], prolonged peripheral inflammation [57], in spinal cord after MPTP intoxication [62], and in brain arteriovenous malformations [63]. The same pattern of increased expression of *Alas2, Hba-a1* and *Hbb* was also reported in brains of aged rats [59]. Matrix Gla protein (*Mgp*/*Mglap*) is expressed in bones [64,65], cartilage [65] and vascular smooth muscles [66]. In vascular system MGP plays a homeostatic role in preventing pathological calcification in response to increased level of calcium ions [67]. Increased expression of *Mgp* is associated with different pathological states, such as vascular calcification [68,69], vascular response to renal failure [70], myocardial infarction, and pressure overload [71]. Previously, up-regulation of *Mgp* together with increased level of *Alas2* and hemoglobin genes was found 3 days after cerebral artery occlusion [61] and in cortex of mice with chronic peripheral inflammation [57]. 

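Fbln1 encodes fibulin-1, a matrix protein of vessel walls, and Ppbp encodes a chemokine released by platelets. After 13 days of stress, Fbln1 (mm9, chromosome 15, 85115550 to 85115609) was higher in each pool, with a log2 ratio of 0.32 (SE 0.089, n = 3 pools, limma adjusted p = 0.464, with 0.53, 0.30 and 0.12 in pools 1 to 3). With the slide as a block its adjusted p was 0.0209, at a size of 0.28, below the threshold of 0.5. Ppbp (chromosome 5, 91198970 to 91199029) was at 0.18 (SE 0.12, adjusted p = 0.819, with 0.36, 0.19 and -0.01 in the pools). The 7 vascular, injury and inflammation genes that the study names after 13 days, Fbln1, Ppbp, Timp1, Cntfr, 1500015O10Rik, Slc16a10 and Mndal, were all higher, with a median of 0.32 (0.44, 0.37 and 0.12 in the pools, camera adjusted p = 1.43e-07, 0.0351 with the estimated correlation). Of these, 4 passed when adjusted over the list alone and 0 over all probes. The study chose the list on these arrays, so this is not independent evidence.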

Our experiment showed that animals subjected to the longest period of stress had also increased level of other genes related to vascular system, such as *Fbln1*, *Ppbp* and *Timp1*. Fibulin-1 (*Fbln1*) is a calcium-binding component of the extracellular matrix that surrounds vascular smooth muscle and is involved in thrombosis and platelet adhesion after vascular injury [72-74]. Fibulin-1 was also found to be a component of atherosclerotic lesions [75]. PPBP (pro-platelet basic protein/*Nap-2*) is a chemoattractant that guides leukocytes to sites of vascular injury [76]. The pattern of increased expression of *Ppbp, Alas2* and hemoglobin genes was found previously in spinal cord of mice exposed to toxic effect of MPTP [62]. Expression of *Timp1* (tissue inhibitor of metalloproteinase 1) is increased after focal cerebral ischemia induced by cerebral artery occlusion [61,77] and intracerebral hemorrhage [78]. Furthermore, it has been also showed that ischemia-induced up-regulation of *Timp1* was associated with increased expression of three other aforementioned genes (*Alas2, Hbb-b1 and Mgp*) [61] while hemorrhage induced pattern of increased expression of *Timp1* and human hemoglobin genes (*Hbb*, *Hba1*, *Hba2*) [78]. Experiments performed in knockout mice show that *Timp1* is involved in vascular wound healing [79] and confers protection against blood–brain barrier disruption [77] and progression of vascular pathologies [80].

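1500015O10Rik encodes augurin, a secreted peptide of choroid plexus and injured brain, Cntfr encodes the receptor of ciliary neurotrophic factor, and Mndal encodes a nuclear protein induced by interferon. After 13 days of stress, 1500015O10Rik (mm9, chromosome 1, 43799321 to 43799380) had a log2 ratio of 0.65 (SE 0.10, n = 3 pools, limma adjusted p = 0.0748, with 0.85, 0.64 and 0.47 in pools 1 to 3), and with the slide as a block it passed over all probes, at 0.61 (adjusted p = 5.60e-04). By the paper's qPCR of individual mice, 1500015O10Rik was significantly higher after 13 days. Cntfr (chromosome 4, 41604532 to 41604591) was at 0.54 (SE 0.15, adjusted p = 0.48, with 0.55, 0.81 and 0.25 in the pools), and passed in the 20-array fit with the slide as a block (0.0374), while no fit of all 12 pools with the spread between pools called it. Mndal (chromosome 1, 175787550 to 175787609) was at 0.24 (SE 0.085, adjusted p = 0.569, with 0.42, 0.37 and -0.08), and its spot was well above background on 4 of 5 arrays. Spots of Slc16a10, a transporter of aromatic amino acids, were not well above background.

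A wider list of 30 genes raised after brain injury or inflammation had a median of 0.03 after 13 days, with 23 higher (0.08, 0.04 and 0.01 in the pools, camera adjusted p = 5.22e-04, 0.0767 with the estimated correlation). Of these, 3 passed when adjusted over the list alone and 0 over all probes, which were 1500015O10Rik, Cntfr and Vim, an intermediate filament of reactive astrocytes, at 0.24 (SE 0.049, list-alone adjusted p = 0.00517). After 8 days, the list did not shift (median 0.01, adjusted p = 0.153), though Vim was at 0.26 (SE 0.049, list-alone adjusted p = 0.00422) and the heat shock gene Hspb1 at 0.23 (SE 0.057, 0.0192). After acute stress (median -0.03, 0.127), the adhesion molecule gene Vcam1 was at -0.26 (SE 0.061, 0.0283) and Hspb1 at 0.21 (SE 0.057, 0.0367). In recovery the list did not shift (median -0.01, 0.524), with Vcam1 at -0.17 (SE 0.061, 0.23).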

Elevated brain level of hemoglobin genes mRNA in animals subjected to chronic social stress was also associated with increased level of other genes (*Cntfr, 1500015O10Rik, SLC16A10 and Mndal*) involved in injury and inflammatory responses. *Cntfr* (ciliary neurotrophic factor receptor) has been found previously to be up-regulated after brain injury [81-83] and to protect against neuronal death [84,85]. *1500015O10Rik* (*Ecrg4*) codes for a hormone-like peptide called augurin and is involved in the injury response [86,87] and brain aging [88]. Prefrontal up-regulation of *1500015O10Rik* was also found in mice subjected to chronic mild stress [43]. *SLC16A10* (monocarboxylic acid transporter) has been previously reported to be closely related to cerebral ischemia [89], whereas *Mndal* (myeloid nuclear differentiation antigen-like) is an interferon-inducible gene expressed during inflammation [90]. Likewise, two poorly described genes from cluster 6 (*BC006965* and *Trbv13-2* encoding ENSMUST00000103270) participate in cytokine signaling pathways [91,92].

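BC006965 (mm9, chromosome 11, 112525256 to 112525315) had a log2 ratio of 0.26 after 13 days of stress (SE 0.15, n = 3 pools, limma adjusted p = 0.789, with 0.56, 0.36 and -0.12 in pools 1 to 3) and 0.25 in recovery (SE 0.15, 0.999, with 0.55, 0.10 and 0.10 in the pools). Pool 1 was the highest in both, and neither passed the test. Spots of ENSMUST00000103270 (chromosome 6, 41071685 to 41071744) were not well above background in either channel on any of the 5 arrays of each time point. Interferon genes are the best known targets of cytokine signalling, and 34 of them were tested as a list. It was lower in recovery, with a median of -0.15 and 30 of 34 genes lower (-0.09, -0.04 and -0.23 in the pools, camera adjusted p = 2.64e-06), although the adjusted p was 0.562 with the estimated correlation and 0 genes passed over the list alone. The lowest p there were those of Rsad2, an antiviral enzyme (-0.42, SE 0.18), and Irf7, a transcription factor of the interferon response (-0.13, SE 0.068), both with a list-alone adjusted p of 0.39. Without recovery pool 3, the list was not called lower in recovery. After acute stress its median was -0.10 (-0.18, -0.004 and -0.05, 0.00666, 0.765 with the estimated correlation, 0.319 without pool 1), with Iigp1 (-0.10) and Ifi204 (-0.16) lowest in p (both 0.763 over the list). It did not shift after 8 days (median 0.01, 0.323) or 13 days (0.03, 0.285), where pools 1 and 2 went apart, at -0.15 and 0.37. The list was higher at both with the slide as a block (adjusted p = 1.12e-04 and 0.00461), and with the estimated correlation the adjusted p was 0.877 at both.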

The observed up-regulation of genes associated with vascular system suggests that stress may affect brain function through the stress-induced dysfunction of the vascular system. It is well known that acute stress triggers sharp increases in blood pressure [93,94] and that chronic stress causes hypertension in genetically predisposed individuals [95,96]. It has been found that acute stress induces damage to vascular endothelium in animal studies [97,98] and triggers endothelial dysfunction in humans [99,100]. 

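Endothelial and mural cells form the wall of brain vessels. After 8 days of stress, 18 of 22 endothelial genes were higher, with a median log2 ratio of 0.07 (0.09, 0.03 and 0.01 in pools 1 to 3, camera adjusted p = 7.30e-05), and 16 of 18 mural genes, with a median of 0.06 (0.19, 0.01 and 0.02, 1.95e-05). With the correlation estimated from the data, the adjusted p was 0.0763 and 0.182. No single gene passed even over the list alone, and the lowest p were those of Vwf, the von Willebrand factor (0.40, SE 0.12, list-alone adjusted p = 0.0898), Ly6a, a surface protein (0.26, SE 0.094, 0.16), the pericyte gene Rgs5 (0.18, SE 0.058, 0.166) and the smooth muscle myosin Myh11 (0.14, SE 0.061, 0.379). After 13 days, neither list shifted (endothelial median 0.04, camera adjusted p = 0.303, mural 0.01, 0.524). Over the list alone, Cldn5, which seals the blood-brain barrier, was lower, at -0.22 (SE 0.052, 0.0232, with -0.31, -0.17 and -0.19 in the pools), and Eltd1, an endothelial adhesion receptor, was higher, at 0.15 (SE 0.042, 0.0431, with 0.06, 0.24 and 0.14), while 0 passed over all probes.

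Genes induced by low oxygen were higher after 13 days, with a median of 0.06 and 15 of 20 higher (0.09, 0.08 and 0.04 in the pools, camera adjusted p = 0.00306, 0.0763 with the estimated correlation). Adm, which encodes the vessel-widening peptide adrenomedullin, was at 0.23 (SE 0.037, list-alone adjusted p = 8.69e-04, 0.106 over all probes, with 0.29, 0.22 and 0.17 in the pools), and no other gene of this list passed. The 22 genes of the defence against oxidative stress did not shift after 13 days (median -0.001, camera adjusted p = 0.794) or after 8 days (0.03, 0.0986), and none passed over the list alone, with the lowest p for Prdx6 (-0.10) and Sod3 (-0.10) after 13 days (both 0.337).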

Clinical data indicate also that hemodynamic changes caused by hypertension affect cognition because increased blood pressure triggers alterations in cerebral artery structure and function [101,102]. Vascular remodeling, in turn, impairs both blood flow and blood–brain barrier and induces inflammation and oxidative stress [101,102]. Therefore, vascular system may constitute a link between stress and stress-induced brain pathology.

Another important finding was up-and down-regulation of several genes constituting cluster 9. Most of these genes were significantly regulated by acute stress. Perhaps the most interesting is *Fam107a* (*Drr1*) and *Agxt2l1* (*Etnppl*) that are highly expressed in brain [103,104]. Function of *Agxt2l1* is poorly characterized but it is known that *Fam107a* is linked to such crucial processes as long-term potentiation (LTP) and cognition [105]. Increased expression of *Fam107a* was found in hypothalamus, hippocampus and lateral septum after acute glucocorticoid receptor activation and after exposure to various stressors such as maternal deprivation, food deprivation and social defeat [105,106]. Our study showed for the first time that expression of *Fam107a* is also increased in prefrontal cortex after acute social stress. 

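Fam107a (mm9, chromosome 14, 9129295 to 9129354) had a log2 ratio of 0.50 after acute stress (1.41-fold, SE 0.084, n = 3 pools, limma adjusted p = 0.12, with 0.61, 0.53 and 0.36 in pools 1 to 3). With the slide as a block its adjusted p was 0.00344, at 0.48, just below the size threshold. It was at 0.21 after 8 days (SE 0.084, adjusted p = 1.00), 0.18 after 13 days (SE 0.084, 0.711) and -0.08 in recovery (SE 0.084, 0.999). In individual mice, the paper's qPCR found Fam107a significantly higher after acute stress. Of 27 genes that glucocorticoids induce in brain, Plin4, which coats lipid droplets, was at 0.28 after acute stress (SE 0.064, list-alone adjusted p = 0.0147), the sulfotransferase Sult1a1 at 0.43 (SE 0.10, 0.0147) and Cdkn1a, an inhibitor of the cell cycle, at -0.26 (SE 0.066, 0.0147). In all, 4 genes were higher and 1 was lower over the list alone, and 0 passed over all probes. The list had a median of 0.03, with 16 of 27 genes higher (-0.03, 0.09 and 0.05 in the pools, camera adjusted p = 0.0198, 0.462 with the estimated correlation). It did not shift after 8 days (-0.02, camera adjusted p = 0.531), 13 days (0.03, 0.982) or in recovery (0.01, 0.61). Brains were taken on the day after the last encounter or, in recovery, later. A response of these genes that had ended by then was not tested.

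Immediate early genes, which mark recent neuronal activity, did not shift after acute stress (median -0.07, 8 of 25 higher, 0.132), and of these Nr4a2, a nuclear receptor, was at 0.26 (SE 0.066, list-alone adjusted p = 0.0413). After 13 days their median was 0.07 (0.07, 0.08 and 0.02 in the pools, camera adjusted p = 0.0104, 0.569 with the estimated correlation), with Fos at 0.35 (SE 0.11) and Dusp1 at 0.32 (SE 0.10), neither of which passed (both 0.108 over the list). After 8 days it was 0.03 (0.07, 0.10 and -0.09, 0.0379, 0.613 with the estimated correlation, 0.165 without pool 1, 0.0716 with the slide as a block). These brains were taken on the day after the last encounter, so activity of these genes during or soon after the encounter was not tested.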

Interestingly, *Fam107a* and *Agxt2l1* are deregulated in prefrontal cortex of patients with schizophrenia and bipolar disorder [107,108]. Moreover, *Agxt2l1* gene expression was changed in mice brain after lithium treatment; a mood stabilizer for bipolar disorder [109]. There is some evidence that psychogenic stress modulates development and severity of psychiatric diseases, such as schizophrenia and bipolar disorder [110-112]. Therefore, these two genes may constitute a link between stress and psychiatric diseases. Another prominent part of cluster 9 is comprised of transcripts *ENSMUST0000009935/-46/-42/-50/-83*, that are products of closely related genes (*Gm10715/10718/10717/10720/10800*, respectively) belonging to family *ENSFM00360000113264* [113]. Function of these predicted protein-coding genes is yet unknown, as are their human homologs. Our findings provide first report of their regulation in context of stress in the brain.

### Methodological consideration

In our study we focused on genes with stable expression across pools of RNA to avoid the effect of biological outliers that can significantly affect results obtained in the pooled samples [114]. Second, we searched for transcriptomic changes that were independently replicated in at least two groups of stressed animals. This approach allowed us to limit large amount of data to several genes that were consistently affected by social encounters. Importantly, expression of these genes was correlated with physiological indices of stress. Microarray analysis yielded also large number of genes characterized by high variability of expression between the pools of RNA. Furthermore, most of genes were not replicated in different groups of stressed animals consistently with previous experimental and review studies [14,115]. 

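Genes of neutrophils and of urinary proteins differed strongly between pools of RNA. After acute stress, Camp, an antimicrobial peptide of neutrophils, was at a log2 ratio of -3.37 in pool 1, -0.04 in pool 2 and 0.21 in pool 3, and the neutrophil list as a whole was at -0.65, 0.02 and 0.02 (median -0.20, camera adjusted p = 5.80e-05, 0.446 with the estimated correlation). Without pool 1 the list's median was higher rather than lower, with an adjusted p of 0.312. Hp, which binds free hemoglobin, and Ltf, an iron-binding granule protein, had the lowest p of this list (-0.50 and -0.68, both list-alone adjusted p = 0.203). After 8 days, the 10 major urinary protein genes had a median of 0.17 (0.45, 0.03 and -0.004 in the pools, camera adjusted p = 8.85e-09, 0.226 with the estimated correlation, 0.507 without pool 1), and Mup19 was at 2.08 in pool 1, 0.05 in pool 2 and -0.01 in pool 3. Camp and Mup19 were chosen after their values were seen.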

Difficulty to generalize most of the obtained results highlights the need for focusing on replicability of transcriptomic changes detected by microarrays.

## Conclusions

The most important finding is identification of hemoglobin genes as potential markers of chronic social stress in mice (*Hbb-b1, Hbb-b2, Hba-a1, Hba-a2, Beta-S*). Up-regulation of genes associated with injury, inflammation and vascular system suggests that social stress may affect brain function through the stress-induced dysfunction of the vascular system. This data are consistent with recent finding that repeated social defeat promotes migration of peripheral macrophages to the brain [39]. Furthermore, there is an increasing interest in function of brain hemoglobin [52-55] and some other genes such as *1500015O10Rik* that codes for a hormone-like peptide called augurin [86,88]. 

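Genes of blood monocytes and perivascular macrophages were higher after 13 days of stress, with a median log2 ratio of 0.07 and 14 of 17 genes higher (0.08, 0.06 and 0.04 in pools 1 to 3, camera adjusted p = 0.00147). The adjusted p was 0.182 with the correlation estimated from the data, and 0 genes passed over the list alone. The lowest p were those of Cd14, a receptor for bacterial lipopolysaccharide, at 0.21 (SE 0.062, list-alone adjusted p = 0.0553, with 0.47, 0.10 and 0.06 in the pools), and Cd163, the receptor that takes up hemoglobin, whose spot was not well above background. After acute stress, the list was lower, with a median of -0.06 and 2 of 17 genes higher (-0.08, -0.06 and -0.03 in the pools, camera adjusted p = 0.00121, 0.182 with the estimated correlation), with Cd209f, a lectin of perivascular macrophages, at -0.17 (SE 0.053, list-alone adjusted p = 0.131). After 8 days it did not shift (0.02, 0.0986), though Fn1, which encodes fibronectin, was at 0.29 (SE 0.049, list-alone adjusted p = 9.38e-04), and it did not shift in recovery (0.01, 0.491). The 19 microglia genes did not shift at any time point (medians -0.02 to 0.04, camera adjusted p 0.165 to 0.999) in the fit of the 12 pools, and after 8 days they were higher with the slide as a block (adjusted p = 0.0187, and 0.613 with the estimated correlation). With the pool number as a block in the fit of the 12 pools, they did not shift after 8 days. Aif1, which encodes the microglial protein Iba1, was at 0.11 (SE 0.048) and the chemokine receptor gene Cx3cr1 at -0.13 (SE 0.064) after 13 days, both with a list-alone adjusted p of 0.364.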

Finally, we report stress-induced changes in expression of genes involved in psychiatric diseases such as *Fam107a* and *Agxt2l1*. Therefore, the observed transcriptomic changes may constitute a link between stress and mental health.

## Additional files

Additional file 1:
**Complete list of genes that were significantly up - or down-regulated by social stress.**
Additional file 2:
**Correlation between selected genes and weights of internal organs.**

## References

[1] Snyder BK, Roghmann KJ, Sigal LH (1993). Stress and psychosocial factors: effects on primary cellular immune response. J Behav Med.

[2] Lee DJ, Meehan RT, Robinson C, Smith ML, Mabry TR (1995). Psychosocial correlates of immune responsiveness and illness episodes in US Air Force Academy cadets undergoing basic cadet training. J Psychosom Res.

[3] Glaser R, Pearson GR, Bonneau RH, Esterling BA, Atkinson C, Kiecolt-Glaser JK (1993). Stress and the memory T-cell response to the Epstein-Barr virus in healthy medical students. Health Psychol.

[4] Weinberg A, Creed F (2000). Stress and psychiatric disorder in healthcare professionals and hospital staff. Lancet.

[5] Dunn AJ, Swiergiel AH (2008). The role of corticotropin-releasing factor and noradrenaline in stress-related responses, and the inter-relationships between the two systems. Eur J Pharmacol.

[6] Pickering TG (2001). Mental stress as a causal factor in the development of hypertension and cardiovascular disease. Curr Hypertens Rep.

[7] Rozanski A, Blumenthal JA, Kaplan J (1999). Impact of psychological factors on the pathogenesis of cardiovascular disease and implications for therapy. Circulation.

[8] Courtin J, Chaudun F, Rozeske RR, Karalis N, Gonzalez-Campo C, Wurtz H, Abdi A, Baufreton J, Bienvenu TC, Herry C (2014). Prefrontal parvalbumin interneurons shape neuronal activity to drive fear expression. Nature.

[9] Likhtik E, Stujenske JM, Topiwala MA, Harris AZ, Gordon JA (2014). Prefrontal entrainment of amygdala activity signals safety in learned fear and innate anxiety. Nat Neurosci.

[10] Bourne AR, Mohan G, Stone MF, Pham MQ, Schultz CR, Meyerhoff JL, Lumley LA (2013). Olfactory cues increase avoidance behavior and induce Fos expression in the amygdala, hippocampus and prefrontal cortex of socially defeated mice. Behav Brain Res.

[11] Singh R (2013). Signal oscillation is another reason for variability in microarray-based gene expression quantification. PLoS One.

[12] Shippy R, Sendera TJ, Lockner R, Palaniappan C, Kaysser-Kranich T, Watts G, Alsobrook J (2004). Performance evaluation of commercial short-oligonucleotide microarrays and the impact of noise in making cross-platform correlations. BMC Genomics.

[13] Scherer A, Dai M, Meng F (2013). Impact of experimental noise and annotation imprecision on data quality in microarray experiments. Methods Mol Biol.

[14] LaCroix-Fralish ML, Austin JS, Zheng FY, Levitin DJ, Mogil JS (2011). Patterns of pain: meta-analysis of microarray studies of pain. Pain.

[15] Klebanov L, Qiu X, Welle S, Yakovlev A (2007). Statistical methods and microarray data. Nat Biotechnol.

[16] van der Staay FJ, Schuurman T, Hulst M, Smits M, Prickaerts J, Kenis G, Korte SM (2010). Effects of chronic stress: a comparison between tethered and loose sows. Physiol Behav.

[17] Li XH, Chen JX, Yue GX, Liu YY, Zhao X, Guo XL, Liu Q, Jiang YM, Bai MH (2013). Gene expression profile of the hippocampus of rats subjected to chronic immobilization stress. PLoS One.

[18] Swiergiel AH, Smagin GN, Johnson LJ, Dunn AJ (1997). The role of cytokines in the behavioral responses to endotoxin and influenza virus infection in mice: effects of acute and chronic administration of the interleukin-1-receptor antagonist (IL-1ra). Brain Res.

[19] Litvin Y, Blanchard DC, Pentkowski NS, Blanchard RJ (2007). A pinch or a lesion: a reconceptualization of biting consequences in mice. Aggress Behav.

[20] Kudryavtseva NN, Bondar NP, Alekseyenko OV (2000). Behavioral correlates of learned aggression in male mice. Aggress Behav.

[21] Selye H (1936). A syndrome produced by diverse nocuous agents. Nature.

[22] Engler H, Bailey MT, Engler A, Stiner-Jones LM, Quan N, Sheridan JF (2008). Interleukin-1 receptor type 1-deficient mice fail to develop social stress-associated glucocorticoid resistance in the spleen. Psychoneuroendocrinology.

[23] Blanchard DC, Sakai RR, McEwen B, Weiss SM, Blanchard RJ (1993). Subordination stress: behavioral, brain, and neuroendocrine correlates. Behav Brain Res.

[24] Ling S, Jamali F (2003). Effect of cannulation surgery and restraint stress on the plasma corticosterone concentration in the rat: application of an improved corticosterone HPLC assay. J Pharm Pharm Sci.

[25] Paxinos G, Franklin KBJ (2001). The Mouse Brain in Stereotaxic Coordinates.

[26] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res.

[27] Hancock AA, Bush EN, Stanisic D, Kyncl JJ, Lin CT (1988). Data normalization before statistical analysis: keeping the horse before the cart. Trends Pharmacol Sci.

[28] Yuan JS, Reed A, Chen F, Stewart CN (2006). Statistical analysis of real-time PCR data. BMC Bioinformatics.

[29] Datson NA, Speksnijder N, Mayer JL, Steenbergen PJ, Korobko O, Goeman J, de Kloet ER, Joels M, Lucassen PJ (2012). The transcriptional response to chronic stress and glucocorticoid receptor blockade in the hippocampal dentate gyrus. Hippocampus.

[30] Smyth GK, Gentleman R, Carey V, Dudoit S, Irizarry R, Huber W (2005). Limma: Linear Models for Microarray Data. Bioinformatics and Computational Biology Solutions Using R and Bioconductor.

[31] Ritchie ME, Silver J, Oshlack A, Holmes M, Diyagama D, Holloway A, Smyth GK (2007). A comparison of background correction methods for two-colour microarrays. Bioinformatics.

[32] Smyth GK, Speed T (2003). Normalization of cDNA microarray data. Methods.

[33] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J Royal Stat Soc B.

[34] Saldanha AJ (2004). Java treeview–extensible visualization of microarray data. Bioinformatics.

[35] Michener CD, Sokal RR (1957). A quantitative approach to a problem of classification. Evolution.

[36] Selye H (1936). Thymus and adrenals in the response of the organism to injuries and intoxications. Br J Exp Pathol.

[37] Dominguez-Gerpe L, Rey-Mendez M (1997). Time-course of the murine lymphoid tissue involution during and following stressor exposure. Life Sci.

[38] Pertsov SS (2006). Effect of melatonin on the thymus, adrenal glands, and spleen in rats during acute stress. Bull Exp Biol Med.

[39] Wohleb ES, Powell ND, Godbout JP, Sheridan JF (2013). Stress-induced recruitment of bone marrow-derived monocytes to the brain promotes anxiety-like behavior. J Neurosci.

[40] Hanke ML, Powell ND, Stiner LM, Bailey MT, Sheridan JF (2012). Beta adrenergic blockade decreases the immunomodulatory effects of social disruption stress. Brain Behav Immun.

[41] Maniam J, Morris MJ (2012). The link between stress and feeding behaviour. Neuropharmacology.

[42] Lisowski P, Juszczak GR, Goscik J, Wieczorek M, Zwierzchowski L, Swiergiel AH (2011). Effect of chronic mild stress on hippocampal transcriptome in mice selected for high and low stress-induced analgesia and displaying different emotional behaviors. Eur Neuropsychopharmacol.

[43] Lisowski P, Wieczorek M, Goscik J, Juszczak GR, Stankiewicz AM, Zwierzchowski L, Swiergiel AH (2013). Effects of chronic stress on prefrontal cortex transcriptome in mice displaying different genetic backgrounds. J Mol Neurosci.

[44] Tordera RM, Garcia-Garcia AL, Elizalde N, Segura V, Aso E, Venzala E, Ramirez MJ, Del Rio J (2011). Chronic stress and impaired glutamate function elicit a depressive-like phenotype and common changes in gene expression in the mouse frontal cortex. Eur Neuropsychopharmacol.

[45] Orsetti M, Di Brisco F, Canonico PL, Genazzani AA, Ghi P (2008). Gene regulation in the frontal cortex of rats exposed to the chronic mild stress paradigm, an animal model of human depression. Eur J Neurosci.

[46] Andrus BM, Blizinsky K, Vedell PT, Dennis K, Shukla PK, Schaffer DJ, Radulovic J, Churchill GA, Redei EE (2012). Gene expression patterns in the hippocampus and amygdala of endogenous depression and chronic stress models. Mol Psychiatry.

[47] Aso E, Ozaita A, Serra MA, Maldonado R (2011). Genes differentially expressed in CB1 knockout mice: involvement in the depressive-like phenotype. Eur Neuropsychopharmacol.

[48] Benatti C, Valensisi C, Blom JM, Alboni S, Montanari C, Ferrari F, Tagliafico E, Mendlewicz J, Brunello N, Tascedda F (2012). Transcriptional profiles underlying vulnerability and resilience in rats exposed to an acute unavoidable stress. J Neurosci Res.

[49] Mingmalairak S, Tohda M, Murakami Y, Matsumoto K (2010). Possible involvement of signal transducers and activators of transcription 3 system on depression in the model mice brain. Biol Pharm Bull.

[50] Barreto RA, Walker FR, Dunkley PR, Day TA, Smith DW (2012). Fluoxetine prevents development of an early stress-related molecular signature in the rat infralimbic medial prefrontal cortex. Implications for depression?. BMC Neurosci.

[51] Poh KW, Yeo JF, Stohler CS, Ong WY (2012). Comprehensive gene expression profiling in the prefrontal cortex links immune activation and neutrophil infiltration to antinociception. J Neurosci.

[52] Richter F, Meurers BH, Zhu C, Medvedeva VP, Chesselet MF (2009). Neurons express hemoglobin alpha- and beta-chains in rat and human brains. J Comp Neurol.

[53] He Y, Hua Y, Lee JY, Liu W, Keep RF, Wang MM, Xi G (2010). Brain alpha- and beta-globin expression after intracerebral hemorrhage. Transl Stroke Res.

[54] Schelshorn DW, Schneider A, Kuschinsky W, Weber D, Kruger C, Dittgen T, Burgers HF, Sabouri F, Gassler N, Bach A, Maurer MH (2009). Expression of hemoglobin in rodent neurons. J Cereb Blood Flow Metab.

[55] Biagioli M, Pinto M, Cesselli D, Zaninello M, Lazarevic D, Roncaglia P, Simone R, Vlachouli C, Plessy C, Bertin N, Beltrami A, Kobayashi K, Gallo V, Santoro C, Ferrer I, Rivella S, Beltrami CA, Carninci P, Raviola E, Gustincich S (2009). Unexpected expression of alpha- and beta-globin in mesencephalic dopaminergic neurons and glial cells. Proc Natl Acad Sci U S A.

[56] Gelman JS, Sironi J, Castro LM, Ferro ES, Fricker LD (2010). Hemopressins and other hemoglobin-derived peptides in mouse brain: comparison between brain, blood, and heart peptidome and regulation in Cpefat/fat mice. J Neurochem.

[57] Sarlus H, Wang X, Cedazo-Minguez A, Schultzberg M, Oprica M (2013). Chronic airway-induced allergy in mice modifies gene expression in the brain toward insulin resistance and inflammatory responses. J Neuroinflammation.

[58] He Y, Hua Y, Liu W, Hu H, Keep RF, Xi G (2009). Effects of cerebral ischemia on neuronal hemoglobin. J Cereb Blood Flow Metab.

[59] Burger C, Lopez MC, Baker HV, Mandel RJ, Muzyczka N (2008). Genome-wide analysis of aging and learning-related genes in the hippocampal dentate gyrus. Neurobiol Learn Mem.

[60] Ince B, Guloksuz S, Altinbas K, Oral ET, Alpkan LR, Altinoz MA (2013). Minor hemoglobins HbA2 and HbF associate with disease severity in bipolar disorder with a likely protective role of HbA2 against post-partum episodes. J Affect Disord.

[61] Ramos-Cejudo J, Gutierrez-Fernandez M, Rodriguez-Frutos B, Exposito Alcaide M, Sanchez-Cabo F, Dopazo A, Diez-Tejedor E (2012). Spatial and temporal gene expression differences in core and periinfarct areas in experimental stroke: a microarray analysis. PLoS One.

[62] Choi YG, Yeo S, Hong YM, Kim SH, Lim S (2011). Changes of gene expression profiles in the cervical spinal cord by acupuncture in an MPTP-intoxicated mouse model: microarray analysis. Gene.

[63] Takagi Y, Aoki T, Takahashi JC, Yoshida K, Ishii A, Arakawa Y, Kikuchi T, Funaki T, Miyamoto S (2014). Differential gene expression in relation to the clinical characteristics of human brain arteriovenous malformations. Neurol Med Chir (Tokyo).

[64] Price PA, Urist MR, Otawara Y (1983). Matrix Gla protein, a new gamma-carboxyglutamic acid-containing protein which is associated with the organic matrix of bone. Biochem Biophys Res Commun.

[65] Hale JE, Fraser JD, Price PA (1988). The identification of matrix Gla protein in cartilage. J Biol Chem.

[66] Wallin R, Cain D, Sane DC (1999). Matrix Gla protein synthesis and gamma-carboxylation in the aortic vessel wall and proliferating vascular smooth muscle cells–a cell system which resembles the system in bone cells. Thromb Haemost.

[67] Farzaneh-Far A, Proudfoot D, Weissberg PL, Shanahan CM (2000). Matrix gla protein is regulated by a mechanism functionally related to the calcium-sensing receptor. Biochem Biophys Res Commun.

[68] Shanahan CM, Cary NR, Metcalfe JC, Weissberg PL (1994). High expression of genes for calcification-regulating proteins in human atherosclerotic plaques. J Clin Invest.

[69] Proudfoot D, Skepper JN, Shanahan CM, Weissberg PL (1998). Calcification of human vascular cells in vitro is correlated with high levels of matrix Gla protein and low levels of osteopontin expression. Arterioscler Thromb Vasc Biol.

[70] Lomashvili KA, Wang X, Wallin R, O’Neill WC (2011). Matrix Gla protein metabolism in vascular smooth muscle and role in uremic vascular calcification. J Biol Chem.

[71] Mustonen E, Pohjolainen V, Aro J, Pikkarainen S, Leskinen H, Ruskoaho H, Rysa J (2009). Upregulation of cardiac matrix Gla protein expression in response to hypertrophic stimuli. Blood Press.

[72] Godyna S, Diaz-Ricart M, Argraves WS (1996). Fibulin-1 mediates platelet adhesion via a bridge of fibrinogen. Blood.

[73] Tran H, Tanaka A, Litvinovich SV, Medved LV, Haudenschild CC, Argraves WS (1995). The interaction of fibulin-1 with fibrinogen. A potential role in hemostasis and thrombosis. J Biol Chem.

[74] Tran H, VanDusen WJ, Argraves WS (1997). The self-association and fibronectin-binding sites of fibulin-1 map to calcium-binding epidermal growth factor-like domains. J Biol Chem.

[75] Argraves WS, Tanaka A, Smith EP, Twal WO, Argraves KM, Fan D, Haudenschild CC (2009). Fibulin-1 and fibrinogen in human atherosclerotic lesions. Histochem Cell Biol.

[76] Ghasemzadeh M, Kaplan ZS, Alwis I, Schoenwaelder SM, Ashworth KJ, Westein E, Hosseini E, Salem HH, Slattery R, McColl SR, Hickey MJ, Ruggeri ZM, Yuan Y, Jackson SP (2013). The CXCR1/2 ligand NAP-2 promotes directed intravascular leukocyte migration through platelet thrombi. Blood.

[77] Fujimoto M, Takagi Y, Aoki T, Hayase M, Marumo T, Gomi M, Nishimura M, Kataoka H, Hashimoto N, Nozaki K (2008). Tissue inhibitor of metalloproteinases protect blood–brain barrier disruption in focal cerebral ischemia. J Cereb Blood Flow Metab.

[78] Rosell A, Vilalta A, Garcia-Berrocoso T, Fernandez-Cadenas I, Domingues-Montanari S, Cuadrado E, Delgado P, Ribo M, Martinez-Saez E, Ortega-Aznar A, Montaner J (2011). Brain perihematoma genomic profile following spontaneous human intracerebral hemorrhage. PLoS One.

[79] Lijnen HR, Soloway P, Collen D (1999). Tissue inhibitor of matrix metalloproteinases-1 impairs arterial neointima formation after vascular injury in mice. Circ Res.

[80] Aoki T, Kataoka H, Moriwaki T, Nozaki K, Hashimoto N (2007). Role of TIMP-1 and TIMP-2 in the progression of cerebral aneurysms. Stroke.

[81] Yokota H, Yoshikawa M, Hirabayashi H, Nakase H, Uranishi R, Nishimura F, Sugie Y, Ishizaka S, Sakaki T (2005). Expression of ciliary neurotrophic factor (CNTF), CNTF receptor alpha (CNTFR-alpha) following experimental intracerebral hemorrhage in rats. Neurosci Lett.

[82] Choi JS, Kim SY, Park HJ, Cha JH, Choi YS, Chung JW, Chun MH, Lee MY (2004). Differential regulation of ciliary neurotrophic factor and its receptor in the rat hippocampus in response to kainic acid-induced excitotoxicity. Mol Cells.

[83] Miotke JA, MacLennan AJ, Meyer RL (2007). Immunohistochemical localization of CNTFRalpha in adult mouse retina and optic nerve following intraorbital nerve crush: evidence for the axonal loss of a trophic factor receptor after injury. J Comp Neurol.

[84] Ozog MA, Modha G, Church J, Reilly R, Naus CC (2008). Co-administration of ciliary neurotrophic factor with its soluble receptor protects against neuronal death and enhances neurite outgrowth. J Biol Chem.

[85] Lee N, Robitz R, Zurbrugg RJ, Karpman AM, Mahler AM, Cronier SA, Vesey R, Spearry RP, Zolotukhin S, Maclennan AJ (2008). Conditional, genetic disruption of ciliary neurotrophic factor receptors reveals a role in adult motor neuron survival. Eur J Neurosci.

[86] Podvin S, Gonzalez AM, Miller MC, Dang X, Botfield H, Donahue JE, Kurabi A, Boissaud-Cooke M, Rossi R, Leadbeater WE, Johanson CE, Coimbra R, Stopa EG, Eliceiri BP, Baird A (2011). Esophageal cancer related gene-4 is a choroid plexus-derived injury response gene: evidence for a biphasic response in early and late brain injury. PLoS One.

[87] Shaterian A, Kao S, Chen L, DiPietro LA, Coimbra R, Eliceiri BP, Baird A (2013). The candidate tumor suppressor gene Ecrg4 as a wound terminating factor in cutaneous injury. Arch Dermatol Res.

[88] Kujuro Y, Suzuki N, Kondo T (2010). Esophageal cancer-related gene 4 is a secreted inducer of cell senescence expressed by aged CNS precursor cells. Proc Natl Acad Sci U S A.

[89] Gao J, Yang H, Chen J, Fang J, Chen C, Liang R, Yang G, Wu H, Wu C, Li S (2013). Analysis of serum metabolites for the discovery of amino acid biomarkers and the effect of galangin on cerebral ischemia. Mol Biosyst.

[90] Zhang K, Kagan D, DuBois W, Robinson R, Bliskovsky V, Vass WC, Zhang S, Mock BA (2009). Mndal, a new interferon-inducible family member, is highly polymorphic, suppresses cell growth, and may modify plasmacytoma susceptibility. Blood.

[91] Kass DJ, Yu G, Loh KS, Savir A, Borczuk A, Kahloon R, Juan-Guardela B, Deiuliis G, Tedrow J, Choi J, Richards T, Kaminski N, Greenberg SM (2012). Cytokine-like factor 1 gene expression is enriched in idiopathic pulmonary fibrosis and drives the accumulation of CD4+ T cells in murine lungs: evidence for an antifibrotic role in bleomycin injury. Am J Pathol.

[92] Jia J, Dai M, Zhuang Y (2008). E proteins are required to activate germline transcription of the TCR Vbeta8.2 gene. Eur J Immunol.

[93] Vianna DM, Carrive P (2010). Cardiovascular and behavioural responses to conditioned fear and restraint are not affected by retrograde lesions of A5 and C1 bulbospinal neurons. Neuroscience.

[94] Busnardo C, Tavares RF, Resstel LB, Elias LL, Correa FM (2010). Paraventricular nucleus modulates autonomic and neuroendocrine responses to acute restraint stress in rats. Auton Neurosci.

[95] Bernatowa I, Csizmadiova Z, Kopincova J, Puzserova A (2007). Vascular function and nitric oxide production in chronic social-stress-exposed rats with various family history of hypertension. J Physiol Pharmacol.

[96] Snieder H, Harshfield GA, Barbeau P, Pollock DM, Pollock JS, Treiber FA (2002). Dissecting the genetic architecture of the cardiovascular and renal stress response. Biol Psychol.

[97] Skantze HB, Kaplan J, Pettersson K, Manuck S, Blomqvist N, Kyes R, Williams K, Bondjers G (1998). Psychosocial stress causes endothelial injury in cynomolgus monkeys via beta1-adrenoceptor activation. Atherosclerosis.

[98] Jezova D, Kristova V, Slamova J, Mlynarik M, Pirnik Z, Kiss A, Kriska M (2003). Stress-induced rise in endothelaemia, von Willebrand factor and hypothalamic-pituitary-adrenocortical axis activation is reduced by pretreatment with pentoxifylline. J Physiol Pharmacol.

[99] Sherwood A, Johnson K, Blumenthal JA, Hinderliter AL (1999). Endothelial function and hemodynamic responses during mental stress. Psychosom Med.

[100] Ghiadoni L, Donald AE, Cropley M, Mullen MJ, Oakley G, Taylor M, O’Connor G, Betteridge J, Klein N, Steptoe A, Deanfield JE (2000). Mental stress induces transient endothelial dysfunction in humans. Circulation.

[101] Bink DI, Ritz K, Aronica E, van der Weerd L, Daemen MJ (2013). Mouse models to study the effect of cardiovascular risk factors on brain structure and cognition. J Cereb Blood Flow Metab.

[102] Pires PW, Dams Ramos CM, Matin N, Dorrance AM (2013). The effects of hypertension on the cerebral circulation. Am J Physiol Heart Circ Physiol.

[103] Liebl C, Panhuysen M, Putz B, Trumbach D, Wurst W, Deussing JM, Muller MB, Schmidt MV (2009). Gene expression profiling following maternal deprivation: involvement of the brain renin-angiotensin system. Front Mol Neurosci.

[104] Veiga-da-Cunha M, Hadi F, Balligand T, Stroobant V, Van Schaftingen E (2012). Molecular identification of hydroxylysine kinase and of ammoniophospholyases acting on 5-phosphohydroxy-L-lysine and phosphoethanolamine. J Biol Chem.

[105] Schmidt MV, Schulke JP, Liebl C, Stiess M, Avrabos C, Bock J, Wochnik GM, Davies HA, Zimmermann N, Scharf SH, Trumbach D, Wurst W, Zieglgansberger W, Turck C, Holsboer F, Stewart MG, Bradke F, Eder M, Muller MB, Rein T (2011). Tumor suppressor down-regulated in renal cell carcinoma 1 (DRR1) is a stress-induced actin bundling factor that modulates synaptic efficacy and cognition. Proc Natl Acad Sci U S A.

[106] Masana M, Su YA, Liebl C, Wang XD, Jansen L, Westerholz S, Wagner KV, Labermaier C, Scharf SH, Santarelli S, Hartmann J, Schmidt MV, Rein T, Muller MB (2014). The stress-inducible actin-interacting protein DRR1 shapes social behavior. Psychoneuroendocrinology.

[107] Kim S, Choi KH, Baykiz AF, Gershenfeld HK (2007). Suicide candidate genes associated with bipolar disorder and schizophrenia: an exploratory gene expression profiling analysis of post-mortem prefrontal cortex. BMC Genomics.

[108] Shao L, Vawter MP (2008). Shared gene expression alterations in schizophrenia and bipolar disorder. Biol Psychiatry.

[109] McQuillin A, Rizig M, Gurling HM (2007). A microarray gene expression study of the molecular pharmacology of lithium carbonate on mouse brain mRNA to understand the neurobiology of mood stabilization and treatment of bipolar affective disorder. Pharmacogenet Genomics.

[110] Carr CP, Martins CM, Stingel AM, Lemgruber VB, Juruena MF (2013). The role of early life stress in adult psychiatric disorders: a systematic review according to childhood trauma subtypes. J Nerv Ment Dis.

[111] Lederbogen F, Haddad L, Meyer-Lindenberg A (2013). Urban social stress–risk factor for mental disorders. The case of schizophrenia. Environ Pollut.

[112] Bratlien U, Oie M, Haug E, Moller P, Andreassen OA, Lien L, Melle I (2014). Environmental factors during adolescence associated with later development of psychotic disorders - a nested case–control study. Psychiatry Res.

[113] Flicek P, Ahmed I, Amode MR, Barrell D, Beal K, Brent S, Carvalho-Silva D, Clapham P, Coates G, Fairley S, Fitzgerald S, Gil L, Garcia-Giron C, Gordon L, Hourlier T, Hunt S, Juettemann T, Kahari AK, Keenan S, Komorowska M, Kulesha E, Longden I, Maurel T, McLaren WM, Muffato M, Nag R, Overduin B, Pignatelli M, Pritchard B, Pritchard E (2013). Ensembl 2013. Nucleic Acids Res.

[114] Paulsen SJ, Larsen LK, Jelsing J, Janssen U, Gerstmayer B, Vrang N (2009). Gene expression profiling of individual hypothalamic nuclei from single animals using laser capture microdissection and microarrays. J Neurosci Methods.

[115] Lauridsen JB, Johansen JL, Rekling JC, Thirstrup K, Moerk A, Sager TN (2011). Regulation of the Bcas1 and Baiap3 transcripts in the subthalamic nucleus in mice recovering from MPTP toxicity. Neurosci Res.

# Supplementary material for: Social stress increases expression of hemoglobin genes in mouse prefrontal cortex
**Source:** BMC Neurosci. 2014 Dec 4;15:130. doi: 10.1186/s12868-014-0130-6
**Supplement:** Additional file 2: — Correlation between selected genes and weights of internal organs.

### Correlation between data (acute stress)

|                | Thymus                       |                             |                       | Spleen                        |                             |                              | Arenal gland          |                       |                       | Agxt211              |                       |                       |
|----------------|------------------------------|-----------------------------|-----------------------|-------------------------------|-----------------------------|------------------------------|-----------------------|-----------------------|-----------------------|----------------------|-----------------------|-----------------------|
|                | All animals                  | Control group               | Stress group          | All animals                   | Control group               | Stress group                 | All animals           | Control group         | Stress group          | All animals          | Control group         | Stress group          |
| Thymus         | -----                        |                             |                       | -----                         |                             |                              | -----                 |                       |                       | -----                |                       |                       |
| Spleen         | r = 0.11<br>p = 0.60         | r = 0.60<br>p = <b>0.04</b> | r = -0.21<br>p = 0.51 |                               |                             |                              |                       |                       |                       |                      |                       |                       |
| Adrenal gland  | r = 0.27<br>p = 0.20         | r = 0.30<br>p = 0.35        | r = 0.05<br>p = 0.88  |                               |                             |                              |                       |                       |                       |                      |                       |                       |
| <i>Agxt211</i> | r = -0.46<br>p = <b>0.03</b> | r = -0.10<br>p = 0.76       | r = -0.20<br>p = 0.53 | r = -0.07<br>p = 0.76         | r = -0.38<br>p = 0.25       | r = -0.10<br>p = 0.75        | r = -0.38<br>p = 0.08 | r = -0.58<br>p = 0.06 | r = -0.17<br>p = 0.59 |                      |                       |                       |
| <i>Fam107a</i> | r = -0.31<br>p = 0.16        | r = 0.31<br>p = 0.36        | r = -0.17<br>p = 0.59 | r = 0.68<br>p = <b>0.0004</b> | r = 0.66<br>p = <b>0.03</b> | r = 0.77<br>p = <b>0.003</b> | r = -0.09<br>p = 0.69 | r = 0.01<br>p = 0.98  | r = 0.10<br>p = 0.75  | r = 0.21<br>p = 0.33 | r = -0.17<br>p = 0.61 | r = -0.06<br>p = 0.85 |

### Correlation between data (13 days of stress)

|                      | Thymus                        |                       |                       | Spleen                      |                       |                      | Arenal gland          |                       |                             |
|----------------------|-------------------------------|-----------------------|-----------------------|-----------------------------|-----------------------|----------------------|-----------------------|-----------------------|-----------------------------|
|                      | All animals                   | Control group         | Stress group          | All animals                 | Control group         | Stress group         | All animals           | Control group         | Stress group                |
| Thymus               | -----                         |                       |                       | -----                       |                       |                      | -----                 |                       |                             |
| Spleen               | r = -0.07<br>p = 0.73         | r = 0.24<br>p = 0.46  | r = 0.35<br>p = 0.27  |                             |                       |                      |                       |                       |                             |
| Adrenal gland        | r = -0.34<br>p = 0.11         | r = -0.05<br>p = 0.89 | r = -0.26<br>p = 0.42 |                             |                       |                      |                       |                       |                             |
| <i>Hbb-b1</i>        | r = -0.58<br>p = <b>0.004</b> | r = -0.13<br>p = 0.70 | r = 0.14<br>p = 0.66  | r = 0.50<br>p = <b>0.02</b> | r = 0.04<br>p = 0.92  | r = 0.33<br>p = 0.30 | r = 0.11<br>p = 0.60  | r = -0.19<br>p = 0.57 | r = -0.08<br>p = 0.81       |
| <i>1500015O10Rik</i> | r = -0.19<br>p = 0.38         | r = 0.28<br>p = 0.41  | r = 0.30<br>p = 0.35  | r = 0.13<br>p = 0.55        | r = -0.43<br>p = 0.19 | r = 0.08<br>p = 0.81 | r = -0.07<br>p = 0.76 | r = -0.49<br>p = 0.13 | r = -0.14<br>p = 0.66       |
| <i>Mgp</i>           | r = -0.43<br>p = <b>0.04</b>  | r = 0.41<br>p = 0.21  | r = -0.31<br>p = 0.33 | r = 0.19<br>p = 0.38        | r = -0.55<br>p = 0.08 | r = 0.25<br>p = 0.43 | r = 0.32<br>p = 0.14  | r = -0.50<br>p = 0.12 | r = 0.68<br>p = <b>0.01</b> |

|                      | <i>Hbb-b1</i>                 |                      |                      | <i>1500015O10Rik</i> |               |              |
|----------------------|-------------------------------|----------------------|----------------------|----------------------|---------------|--------------|
|                      | All animals                   | Contr ol group       | Stress group         | All animals          | Control group | Stress group |
| <i>Hbb-b1</i>        | -----                         |                      |                      | -----                |               |              |
| <i>1500015O10Rik</i> | r = 0.59<br>p = <b>0.003</b>  | r = 0.16<br>p = 0.63 | r = 0.36<br>p = 0.26 |                      |               |              |
| <i>Mgp</i>           | r = 0.67<br>p = <b>0.0005</b> | r = 0.01<br>p = 0.96 | r = 0.38<br>p = 0.23 |                      |               |              |

How the deposited data were processed for this re-analysis (not part of the article)

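RNA from a 1 mm slice of the frontal pole of mice was pooled from 3 mice per pool, and stress and control pools were hybridised together on dual-colour Agilent 4x44K v2 mouse arrays. Siblings from the stress and control groups were paired in the pools, as the paper describes. The samples are 12 pairs of pools at 4 time points, acute stress, 8 days, 13 days, and 13 days with 5 days of recovery, measured on 20 arrays. Each time point has 3 pairs of pools and 5 arrays, since pool 1 has 1 array with stress in Cy5 and pools 2 and 3 have an original and a dye-swap array. The dye-swap arrays of pool 1 were not used here. Pool 1 lies on 1 slide, and the original and swap arrays of pools 2 and 3 lie on 4 further slides, each with 1 array of every time point.

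The scanner tables hold mean and median spot intensities and local backgrounds that the authors read from the images with Agilent Feature Extraction (protocol GE2_1010_Sep10), with no normalization. The same tables as deposited hold a log10 ratio of red over green, for which Feature Extraction subtracted the background and normalized the dyes, and 0 or 1 marks for outlier, saturated and control spots and for spots well above background. The value tables of the authors hold a log2 ratio of stress over control, normalized and centred near 0, with the sign turned on dye swaps. How strongly the background was corrected in them is not stated. Over probes, this table's r with ratios made here at a normexp offset of 0 had a median of 0.9997 and a lowest value of 0.913.

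The mean spot intensities were processed in R 4.3.3 with limma 3.58.1, statmod 1.5.0, data.table 1.17.8 and jsonlite 2.0.0. The background was corrected by normexp with an offset of 50, arrays were normalized by loess with a weight of 0 for control and outlier spots, and by Aquantile between arrays. Outlier spots, 0.31% to 0.73% of an array, were then set to missing. Control spots were left out, and 43020 spots were averaged to 39429 probes. Dye swaps were turned and averaged with their original, which leaves 12 pools. limma fitted a coefficient per time point, with moderated variances (prior degrees of freedom 4.86), and Benjamini-Hochberg adjustment over 39429 probes. A probe was called at an adjusted p under 0.05 and a log2 ratio over 0.5 in size, the paper's thresholds. An SE is that of limma's fit, not that of a gene's own 3 pools, and a probe is dim where it is not well above background in either channel. Differences between time points are contrasts of the same fit. The fit with the slide as a block takes the 20 arrays, with the pool as a random block (correlation 0.0488).

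Between 70.5% and 74.3% of probes were well above background on an array, and median signals were 78.9 to 142 in green and 153 to 233 in red, over backgrounds of 25 to 29.5 and 38 to 41. Original and dye-swap arrays of a pool, turned the same way, had r of -0.36 to -0.092 over probes. Over all probes together, an effect of the dye thus varied more than stress, and the probes where it did were not counted. Swap averaging leaves less of the dye effect in pools 2 and 3 (r of -0.31 to 0.27 with it) than in pool 1 (0.35 to 0.42). On simulated data with the spread of each probe between pools and changes put on the brighter probes, 30 of 40 probes with a log2 ratio of 0.5 were called after 13 days, 38 of 40 at 0.75 and 40 of 40 at 1, all in the right direction, with 2 false calls at 13 days and 0 at the others. The median of estimated over true size was 1.17 at 0.5, 1.08 at 0.75 and 1.09 at 1. These shares may therefore overstate how often real changes of these sizes are called.

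Of 39429 probes, 28829 carry a RefSeq accession, and 27427 were matched to the mouse reference for names. Positions are those given in the array tables for mm9. For gene lists, 1 probe per gene was kept, the one the study names or otherwise the brightest, which gives 22788 genes, of which 22782 entered the list tests. The 26 lists cover cell types (red cells, hemoglobin, embryonic hemoglobin, heme synthesis, platelets, neutrophils, monocytes and macrophages, microglia, endothelium, mural cells, meninges, choroid plexus, astrocytes, oligodendrocytes, neurons, olfactory bulb), responses (glucocorticoid, immediate early, interferon, injury, hypoxia, oxidative stress), 2 lists that the study named, olfactory, vomeronasal and taste receptors, and major urinary proteins. Each was tested with camera at the preset correlation of 0.01, adjusted over 104 tests, then with an estimated correlation and with fry. Correlations with Hbb-b1 used 100000 permutations. Clusters are average-linkage groups at an absolute centred r over 0.5.

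Genes were named by a rule: every gene the paper names, whose values in the paper had been seen; for each time point up to 10 higher and 10 lower called probes that have a symbol, the same direction in 3 pools and a signal well above background on every array; and for each list its called members, at most 4, or where none is called the 2 with the lowest p. Further list members that passed when adjusted over their list alone are named too, and these were chosen after their values were seen. Some genes that the rule names are not reported here. The test of each result, the lists, the rule and most alternatives were set before the data were examined. The alternatives cover the background correction, signal column, normalization, value table, dim probes, outliers, fit, replicates, dye effect, pool weights, replicate number, pairing, slide, variance model and threshold. The without-pool-1, swap-pair-spread and some slide-block fits were added after the data were seen.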

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

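The tests of the dye effect, of fewer neurons and of single-pool calls well above background were chosen only after the result was seen, and the rule for lists that differ between time points or lie outside the paper was made stricter after a first look, which left fewer results here.

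Differences between time points were tested with limma contrasts. Of the 7 core genes of hemoglobin, heme and vessels, 7 differed between acute stress and 8 days, 7 between acute stress and 13 days, 6 between 8 and 13 days, and 7 between 13 days and recovery, adjusted over the list alone. These genes were selected by the study on these arrays, so such counts are not independent evidence. Mobp, which encodes a myelin protein, was the only probe that differed over all probes in the fit of the 12 pools, by -0.71 between acute stress and 13 days (limma adjusted p = 0.0131), on 1 of its 3 probes. In the fit with the slide as a block, 2 probes were called between acute stress and 8 days, 10 between acute stress and 13 days, 0 between 8 and 13 days, and 6 between 13 days and recovery. Gene lists had to pass adjusted with the estimated correlation and with fry. Beside those of hemoglobin and of genes the study names, the monocyte and macrophage list differed by 0.114, the oligodendrocyte list by -0.169 and the injury list by 0.0575 between acute stress and 13 days, and the hypoxia list by -0.0652 between 13 days and recovery (adjusted p with the estimated correlation 0.041, 0.041, 0.041 and 0.0497, and with fry 0.0334, 0.0334, 0.0375 and 0.0375). With the estimated correlation alone, these passed too: the monocyte and macrophage list (0.0497) and the endothelial list (0.041) between acute stress and 8 days, the astrocyte list between acute stress and 13 days (0.041), the list of olfactory, vomeronasal and taste receptors between 8 and 13 days (0.041) and the injury list between 13 days and recovery (0.041).

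Signals outside the genes the paper discusses were those of the oligodendrocyte list after acute stress (median log2 ratio 0.184, adjusted p 0.053 with the estimated correlation), the hypoxia list after 13 days (0.0559, 0.0763 with the estimated correlation), and single probes in limma over all probes. After acute stress these were ENSMUST00000103426 (0.56) and Mobp (0.49, SE 0.052, adjusted p = 0.0103). After 13 days they were Slc38a2, an amino acid transporter (0.37, SE 0.05, adjusted p = 0.0222), Msln, a mesothelial surface protein (0.35, SE 0.052, 0.0488), Ctgf, a matrix growth factor now named Ccn2 (0.47, SE 0.068, 0.0403), and Lrrc49 (-0.59). Slc38a2, Msln, Ctgf and Mobp stay under the size threshold, and were chosen after their values were seen.

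Hemoglobin genes were higher after 13 days in all pools. A dye effect of the unswapped pool is excluded, since the lower of the medians of the dye-swapped pools was 1.24. Red cells left in the tissue fit only before adjustment, since 13 red cell genes other than hemoglobin and Alas2 had a median of 0.12 (0.20, 0.086 and 0.0013 in pools 1 to 3) and limma's fry, a rotation test that is not exact with 3 pools, gave an unadjusted p of 0.0491, while the whole red cell list did not pass when adjusted (0.125 with fry and 0.182 with the estimated correlation). White cells stay open, with a mean log2 ratio of 0.22 (SE 0.34) for S100a8 and S100a9 and pool 2 far above the others, and so do meninges, whose genes other than Mgp and Fbln1 had a median of 0.0311 (0.19, -0.049 and -0.011 in the pools). Blood in the slices and a change within the cortex, which the design could give as a response to stress, were not separated by these tests.

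Oligodendrocyte genes were higher after acute stress (21 of 23 genes, with 0.23, 0.14 and 0.15 in pools 1 to 3, camera adjusted p = 3.83e-19, and 0.053 with the estimated correlation). A dye effect of the unswapped pool is excluded by the lower of the medians of the dye-swapped pools, 0.144. Fewer neurons would raise the other cell types alike, and as the whole cause they are excluded, since the oligodendrocyte median lay above the highest median of the astrocyte, microglia, endothelial and mural lists by a mean of 0.129 (SE 0.0167, with 0.113, 0.110 and 0.162 in the pools). More white matter in the dissected slices stays open, since 25 further oligodendrocyte genes had a median of 0.0929 (22 of 25 higher, with 0.16, 0.070 and 0.065 in the pools), short of the 0.1 set for it. A response of oligodendrocytes to stress was not tested apart from it.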

How the results depend on the processing

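Signal over background limits the dim probes, whose ratios depend most on the background correction. The 10 genes called gave 230 values over the alternatives, of which 140 stayed past the threshold, 90 were weaker and 0 reversed. Of 3769 values of named genes that were not called, 3489 stayed so, 59 became stronger and 221 changed sign. After 13 days, log2 ratios over 23 alternatives were 1.46 to 1.68 for Hbb-b1 (called in 15), 1.35 to 1.57 for Hbb-b2 (15), 1.24 to 1.39 for Hba-a1 (14), 1.31 to 1.45 for Hba-a2 (13), 1.25 to 1.67 for Beta-s (16), 0.83 to 1.41 for Alas2 (14), 0.65 to 0.92 for Mgp (15) and 0.56 to 1.41 for NAP026524-1 (14), all with the same sign. The cause of each change below was not tested.

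After acute stress, where 1 probe was called, the count was 0 with a normexp offset of 0, median centring, the authors' value table, each time point fitted alone, channels unpaired, and eBayes with trend and robust. It was 2 with no background correction, plain background subtraction, dim probes left out, pools weighted by arrays, or no log2 ratio threshold. It was 3 with a dye term or with the dye effect removed, 4 with 20 independent arrays, with the pool as a random block and with the slide as a block, and 20 with array quality weights, whose fit did not converge to its tolerance.

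After 8 days, where 0 were called, the count was 1 with no background correction, 20 independent arrays, the pool as a random block, a dye term, and array quality weights, and 4 with the slide as a block. After 13 days, where 9 were called, it was 0 with a normexp offset of 0, median centring, the authors' value table, and eBayes with trend and robust. It was 2 with plain subtraction, 3 with the Agilent LogRatio, and 5 with each time point alone or channels unpaired. In recovery, where 0 were called, it was 38 with array quality weights, and 0 with every other setting named so far.

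Leaving out each of the 12 pools in turn gave counts of 0 to 2 after acute stress, 0 to 2 after 8 days (0 without each pool of its own, 1 without 13-day pool 1 and 2 without recovery pool 3), 0 to 15 after 13 days (0 without its pool 1 or pool 2, and 15 without its pool 3) and 0 to 2 in recovery. Without each pool of the time points compared, 6 to 7 of the 7 core genes differed between acute stress and 8 days, 1 to 6 between 8 and 13 days, 7 to 7 between acute stress and 13 days, and 7 to 7 between 13 days and recovery, and these fits, apart from those between acute stress and 13 days, were added after the data were seen. Gene lists shifted numbered 29 to 38, where 33 did with all pools. With an estimated correlation 4 of the 33 shifted, and with fry 6.

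The paper names no litter or day that pools of the same number share, so the number was not taken as a pairing, and the slide, which goes with it, was tested as a block of its own. With the replicate block, 2 probes were called after acute stress (neither is Agxt2l1), 1 after 8 days (Mgp, and no hemoglobin gene), 10 after 13 days (none is Cntfr) and 0 in recovery. Deviations of same-numbered pools correlated over 0.1 in 12 of 18 pairs, and 9 of 12 pools correlated best with their own number, which is a hint from the data, not the design.

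The share of the study's calls carried by a single pool, 33.2%, was 74.8% with a normexp offset of 0 and 68.2% with dim probes left out. With a normexp offset of 0, 0 genes were called, so clusters have no value there.

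Further fits were chosen after seeing the data. With the spread from dye-swap pairs alone, the counts were 47 after acute stress, 22 after 8 days, 33 after 13 days and 23 in recovery, and on the authors' value table they were 164 after acute stress, 123 after 8 days, 124 after 13 days and 128 in recovery, with 33 probes called at more than 1 time point and 7 clusters. That spread is technical and leaves out the differences between pools. Without pool 1 of every time point, 1 probe was called after acute stress, 1 after 8 days, 2 after 13 days and 0 in recovery. The probe called after acute stress was lower, and the higher probe called with all pools was lost. In that fit, 2 of the 7 core genes differed between acute stress and 8 days, and 0 between 8 and 13 days. The share of the study's calls carried by a single pool was 75.4% in the authors' value table.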

Differences from the paper's values

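Counts are set at the paper's thresholds, an adjusted p under 0.05 and a log2 ratio over 0.5 in size. After acute stress, the paper has 283 changed transcripts (145 higher, 138 lower) and the value here is 1 (1 higher, 0 lower). After 8 days, the paper has 118 (70 higher, 48 lower), against 0 here (0 higher, 0 lower). After 13 days, it has 121 (56 higher, 65 lower), against 9 (8 higher, 1 lower). In recovery, it has 140 (47 higher, 93 lower), against 0 (0 higher, 0 lower). Over all, the paper has 662, against 10. The paper has 11 clusters, against 2, and about 36 genes changed at more than 1 time point in Fig. 6, read by eye, against 0. For each of these values, 0 of the alternatives set before the data were examined come within the paper's value.

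The authors' value table with the spread taken from dye-swap pairs alone, chosen after seeing the values, gives 164 after acute stress, 123 after 8 days, 124 after 13 days and 128 in recovery. It drops 126, 3, 4 and 12 of the calls that Additional file 1 lists at these time points. Its counts after 8 days, 13 days and recovery, its lower count after acute stress, its sum and its overlap of 33 lie within 1.5 times the paper's, the tolerance for counts, with 95 lower after acute stress against the paper's 138. Its acute total, its acute higher count (69 against the paper's 145) and its 7 clusters lie outside that tolerance.

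Log2 ratios of named genes kept the paper's direction in 51 of 51 values, and 21 differ. After acute stress, the paper has 0.53 for ENSMUST00000103270 (here 0.079), -0.68 for Abpa (here -0.095) and -0.70 for ENSMUST00000099035 (here -0.53). After 13 days, it has 1.00 for NAP026524-1 (here 0.68), 0.72 for BC006965 (here 0.26), -0.63 for NAP113099-1 (here -0.11), 0.85 for 1500015O10Rik (here 0.65), 0.56 for Myh1 (here 0.32), 0.96 for Slc16a10 (here 0.13), 0.68 for Nup210l (here 0.12) and 0.69 for Hao1 (here 0.11). It also has -0.91 for A_55_P2042863 (here -0.30), 0.64 for Gm4131 (here 0.13), 0.56 for Fbln1 (here 0.32), 0.57 for Olfr570 (here 0.077), -0.83 for Aldh1a3 (here -0.42), -0.68 for CX214941 (here -0.13), 0.59 for Mndal (here 0.24), 0.65 for Timp1 (here 0.38) and 0.63 for Ppbp (here 0.18). In recovery, it has 0.66 for BC006965 (here 0.25).

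With a normexp offset of 0 and with the authors' value table, all 21 come within the paper's value, and with plain subtraction all but Timp1 do. Median centring does so for Abpa, ENSMUST00000099035, NAP113099-1, 1500015O10Rik, A_55_P2042863 and CX214941. No background correction does for ENSMUST00000099035, NAP026524-1, BC006965 after 13 days, 1500015O10Rik and Fbln1. The Agilent LogRatio does for ENSMUST00000099035, BC006965 at both time points, NAP113099-1, A_55_P2042863, Fbln1, Aldh1a3, CX214941, Mndal and Ppbp. Median spot signals do for Fbln1, the removed dye effect for 1500015O10Rik, and the fit without 13-day pool 3 for BC006965, 1500015O10Rik, Fbln1 and Mndal. For ENSMUST00000099035, so do 20 independent arrays, the pool as a random block, a dye term, weights by arrays, array quality weights, the slide as a block, and the fits without acute pool 1 or pool 3. The other alternatives set before the data were examined still differ. Among fits chosen after seeing the values, that without pool 1 of every time point brings in ENSMUST00000099035, and the value table with swap-pair spread all 21.

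Some genes that the paper calls are not called here, and other settings call them. Agxt2l1 after acute stress is called with 20 independent arrays, the pool as a random block, a dye term, array quality weights and the slide as a block. The Gm10715 family is called after acute stress with array quality weights (7 of 7 probes), and after 13 days without pool 3 (5 of 7). After 8 days, the slide as a block calls Hbb-b1, Hbb-b2 and Hba-a1, and Mgp is called with it, no background correction, 20 independent arrays, the pool as a random block, a dye term, array quality weights and the replicate block, and without pool 1, a fit chosen after seeing the values. After 13 days, 1500015O10Rik is called with no background correction, 20 independent arrays, the pool as a random block, a dye term, pools weighted, array quality weights, the replicate block and the slide as a block, and Cntfr with the slide as a block. Tgtp2 in recovery is called with array quality weights. With the spread from swap pairs alone, chosen after seeing the values, these are called too (5 of 7 family probes after acute stress and 7 of 7 after 13 days), as are Fam107a, Hba-a2 after 8 days and Timp1 in recovery. That spread on the value table, also chosen after seeing the values, adds BC006965 at both time points, NAP113099-1, Myh1, Slc16a10, Nup210l, Hao1, A_55_P2042863, Gm4131, Fbln1, Olfr570, Aldh1a3, CX214941, Mndal, Timp1 after 13 days, and Ppbp. On scanner intensities this spread drops 249 of the calls of Additional file 1 after acute stress, 100 after 8 days, 94 after 13 days and 118 in recovery, and the fit without pool 1 drops 117 after 8 days.

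The paper's text has Alas2 and Beta-s increased after 8 days, where they are at 0.43 and 0.50 here and Additional file 1 does not call them. The paper has Timp1 lower in recovery, and here pool 1 alone is lower, at -2.93.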

Other observations

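After acute stress, oligodendrocyte genes were higher as a list (camera adjusted p = 3.83e-19, 0.053 with the estimated correlation). Beside Mobp, Trf, which encodes the iron carrier transferrin, was at a log2 ratio of 0.40 (SE 0.056, list-alone adjusted p = 8.01e-05), Fa2h, which makes myelin lipids, at 0.33 (SE 0.056, 3.54e-04), and Bcas1, a protein of myelinating cells, at 0.37 (SE 0.065, 4.61e-04). In all, 12 of 23 passed over the list alone and 0 over all probes with the size threshold. Meningeal genes were lower, with a median of -0.11 and 32 of 33 genes lower (-0.05, -0.20 and -0.21 in pools 1 to 3, camera adjusted p = 2.45e-14, 0.276 with the estimated correlation), and 11 passed over the list alone, with the lowest p for Aebp1, a collagen-binding protein (-0.34, SE 0.063), and Col1a2, a collagen chain (-0.53, SE 0.10, both 0.0035). Neuron genes were higher (median 0.063, camera adjusted p = 0.00719, 0.418 with the estimated correlation, 0.368 without pool 1), with the transcription factor Tbr1 at 0.21 (SE 0.053) and the calcium binder Pvalb at 0.28 (SE 0.077, both 0.0408 over the list).

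After 13 days, astrocyte genes were lower, with a median of -0.093 and 19 of 24 lower (-0.04, -0.07 and -0.12 in the pools, camera adjusted p = 6.80e-06, 0.0767 with the estimated correlation). The membrane protein Mlc1 was at -0.19 (SE 0.037, list-alone adjusted p = 0.00483), the water channel Aqp4 at -0.29 (SE 0.077, 0.0201), the glutamate transporter Slc1a2 at -0.31 (SE 0.083, 0.0201) and the bicarbonate transporter Slc4a4 at -0.22 (SE 0.066, 0.0352), with 0 over all probes. After 8 days the list was at -0.04 (0.0136, 0.311 with the estimated correlation), with Mlc1 at -0.16 (SE 0.037, 0.0219) and Slc7a10, an amino acid transporter, at -0.16 (SE 0.045, 0.046). Endothelial, mural and platelet genes were lower after acute stress (medians -0.031, -0.030 and -0.043, camera adjusted p 0.0474, 0.0259 and 0.0387, and 0.311, 0.481 and 0.308 with the estimated correlation), though the direction of endothelial and mural genes turned with median centring, and endothelial and platelet genes did not pass with the slide as a block (0.0778 and 0.182). Without pool 1, platelet genes did not pass (0.925), while endothelial (0.0391) and mural genes (0.00101) did. Choroid plexus genes were at 0.029 after 8 days (0.0183, 0.182 with the estimated correlation), and the oligodendrocyte list at 0.030 (0.0104, 0.506). Without pool 1 neither passed (camera adjusted p 0.0853 and 0.0806). With median centring, choroid plexus genes were at -0.036 and the median of all probes at -0.076. This change of sign thus does not test the direction of the list. The olfactory bulb list and the 1390 olfactory, vomeronasal and taste receptor genes did not shift at any time point, with medians of -0.028 to 0.016 and -0.004 to 0.0022. Choroid plexus genes were higher after 13 days with the slide as a block alone (adjusted p = 0.0331), the vascular and injury genes that the study names after 8 days (0.0462), and red cell and meningeal genes in recovery (0.00709 and 0.00594), and with the estimated correlation the adjusted p were 0.294, 0.506, 0.481 and 0.831.

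In limma on the 12 pools, 0 probes were called in 3 of the 4 comparisons between time points, against 2, 0 and 6 with the slide as a block, and their lowest adjusted p was 0.136 between acute stress and 8 days, 0.172 between 8 and 13 days, and 0.168 between 13 days and recovery.

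Calls of Additional file 1 that a single pool carries lie mostly in pool 1, in 222 of 223. The dye effect measured in the 8 swapped pools is excluded as the whole cause, since it had the sign of the pool 1 value in 54.5% of them. A dye effect particular to the slide of pool 1 was not tested, since the swaps of that pool were not used. Among probes well above background on every array, 100 of 101 single-pool calls, or 99.0%, lie in pool 1. These probes were chosen as not dim, so this share cannot test scatter of dim spots. Scatter of dim spots stays open for the 55.0% of pool 1's single-pool calls that are dim on at least 1 array. Of all the study's calls, 77.9% are dim. Noisier pool 1 arrays fit, since their lowest SD lay 0.0078 above the highest SD of original arrays of pools 2 and 3. Swap arrays reach 0.20, above the pool 1 arrays, and whether stress acted on the mice of pool 1 in another way was not tested.

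Other directions of the stress and control pools, or other groupings of pools, gave too few splits for a share under 0.05. Of 4 splits after acute stress, 1 had as many probes called (real 1, highest other 0) and 1 as many lists shifted (real 10, highest other 7). After 8 days, 4 of 4 splits had as many probes called (real 0, highest other 0) and 1 as many lists shifted (real 10, highest other 6). After 13 days, 1 had as many probes called (real 9, highest other 0) and 1 as many lists shifted (real 10, highest other 6). In recovery, 4 of 4 had as many probes called (real 0, highest other 0) and 4 as many lists shifted (real 3, highest other 6). Between time points, 10 of 10 splits had as many probes called for 8 days minus acute (real 0), 1 for 13 days minus acute (real 1, highest other 0), 10 for 13 days minus 8 days (real 0) and 10 for recovery minus 13 days (real 0).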
